# Comparative Analysis of Skeletal Muscle Transcriptional Signatures Associated With Aerobic Exercise Capacity or Response to Training in Humans and Rats

**DOI:** 10.3389/fendo.2020.591476

**Published:** 2020-10-26

**Authors:** Yildiz Kelahmetoglu, Paulo R. Jannig, Igor Cervenka, Lauren G. Koch, Steven L. Britton, Jiajia Zhou, Huating Wang, Matthew M. Robinson, K Sreekumaran Nair, Jorge L. Ruas

**Keywords:** skeletal muscle, exercise, transcriptome (RNA-seq), aerobic capacity, response to training, human studies, rat models of exercise

## Abstract

Increasing exercise capacity promotes healthy aging and is strongly associated with lower mortality rates. In this study, we analyzed skeletal muscle transcriptomics coupled to exercise performance in humans and rats to dissect the inherent and response components of aerobic exercise capacity. Using rat models selected for intrinsic and acquired aerobic capacity, we determined that the high aerobic capacity muscle transcriptome is associated with pathways for tissue oxygenation and vascularization. Conversely, the low capacity muscle transcriptome indicated immune response and metabolic dysfunction. Low response to training was associated with an inflammatory signature and revealed a potential link to circadian rhythm. Next, we applied bioinformatics tools to predict potential secreted factors (myokines). The predicted secretome profile for exercise capacity highlighted circulatory factors involved in lipid metabolism and the exercise response secretome was associated with extracellular matrix remodelling. Lastly, we utilized human muscle mitochondrial respiration and transcriptomics data to explore molecular mediators of exercise capacity and response across species. Human transcriptome comparison highlighted epigenetic mechanisms linked to exercise capacity and the damage repair for response. Overall, our findings from this cross-species transcriptome analysis of exercise capacity and response establish a foundation for future studies on the mechanisms that link exercise and health.

## Introduction

Large-scale clinical studies reveal a strong link between low exercise capacity and a shorter lifespan and a higher probability of developing complex metabolic diseases (1, 2). Representing up to 40% of human body weight, skeletal muscle is an obvious and important target to explore the molecular connections between exercise capacity and human health (3). Adaptations to exercise include transient transcriptome changes following a bout of exercise and sustained changes in gene expression induced and maintained by training (3). These changes are orchestrated by the combinatorial activity of transcription factors, coactivators, and other signalling mediators that regulate specific gene programs to induce exercise-induced adaptations (3, 4).

Exercise capacity is a complex trait resulting from the sum of genetic and environmental factors. The former can be further divided into intrinsic (already present in the untrained state) and extrinsic (acquired) components, which are able to explain up to 50% of the total phenotypic variance observed in humans (5–7). Animal models developed for each component opened new avenues to investigate their associations with physical fitness and complex diseases. To model the intrinsic component of aerobic exercise capacity, high and low capacity runner rat lines (HCR and LCR, respectively) were derived from a heterogeneous founder population of rats (N:NIH) with breeder selection based on untrained treadmill running capacity (8). As previously shown in humans, cross-generational genetic studies revealed that these rats display aerobic capacity as a heritable trait (9), and that the LCR rats are more susceptible to a variety of diseases, particularly metabolic disorders (10). Interestingly, studies with earlier generations of HCR rats suggested that the primary driver of the high capacity phenotype is improved skeletal muscle oxygenation (11–13).

In humans and rodents alike, some individuals show clear responses to endurance training, whereas others show lower or no improvement in certain physiological traits, such as maximal oxygen consumption (10, 14). Although early studies in humans showed that this entails a genetic component, accounting for 47% of the variance in the improvement of VO_2_max (7, 15), the factors underlying responsiveness to aerobic exercise remain largely unknown. In rats, the proportion of aerobic capacity variation explained by genetic factors is around 45% (9). To model the acquired component of exercise capacity in rats, a similar breeding strategy to the HCR model was developed, but based on the high and low response to exercise training (HRT and LRT, respectively) (16). Across generations, this artificial selection for trainability yielded two lines with same baseline capacity that contrast in their response to the same endurance training program.

To date, transcriptional analysis of HCR muscles was performed by targeted approaches or using probe-based gene expression arrays and the exercise response model has not been studied as extensively (17–19). Transcriptome-wide comparison of the intrinsic and acquired capacity profiles in skeletal muscle could offer novel paths to unravel the link between exercise capacity and health. In this study, we performed a comparative analysis of skeletal muscle transcript profiles linked to specific measures of exercise performance in rats and humans. Our data identifies molecular pathways and specific genes as potential mediators of exercise capacity and trainability.

## Materials and Methods

### Animals

All animals were housed, selectively bred and experimental procedures carried out in accordance with the Institute for Laboratory Animal Research Guide for Care and Use of Laboratory Animals and in compliance with guidelines of University Committee of Use and Care of Animals at the University of Michigan.

#### Selective Breeding for Exercise Capacity Model

The models for low and high exercise capacity, LCR (low capacity runners) and HCR (high capacity runners), have been previously described in detail (8). Briefly, the rats were subjected to two-way selective breeding for untrained aerobic capacity as measured by endurance running. Starting from a genetically heterogeneous founder population (N:NIH stock), 13 pairs of the lowest and the highest running capacity rats from each sex were randomly matched for mating. Subsequently, for each generation the offspring from each family were tested for treadmill running capacity at 11 weeks old age and subjected to selection in the same manner. In this study, archived frozen gastrocnemius muscle samples taken from 3 males each from generation 33 HCR and LCR rats were used. The exercise capacity phenotype was confirmed with a treadmill exercise protocol as described (8).

#### Artificial Selection for Acquired Capacity Models

Low response trainer (LRT) and high response trainer (HRT) male rats were housed and maintained as described in detail before (16). In brief, 10–11-week-old males and females from the genetically heterogeneous N:NIH stock were subjected to incremental treadmill running test identifying their pre-training capacity (DIST1). Then each rat took on a treadmill running training program (3 days/week for 8 weeks). The program progressively increased speed by increments of 1 m/min and duration by 0.5 min in each session, starting at 10 m/min for 20 min in the 1st week and finishing at 21 m/min for 31.5 min in the 8th week. At the end of the training program, post-training exercise capacity of each rat was evaluated (DIST2) and the response to training measured as the change in maximal running distance (ΔDIST = DIST1 – DIST2). At each generation, 10 males and 10 females with the highest response were selectively bred for HRT line and separately 10 pairs with the lowest training response were bred to develop LRT line. Nearly 100 offspring per line per generation were evaluated for response to training. All training sessions and the maximal exercise capacity tests were performed on a motorized treadmill at a 15° incline.

#### Endurance Training of High and Low Responder Lines

For this study, male rats from generation 15 responder lines underwent exercise capacity testing at 10–12 weeks of age. A subset of rats then was subjected to the 8-week exercise training protocol as described above. A separate group of rats acted as baseline controls and did not undergo any training, represented as LRT and HRT groups (n = 3 per group). At the end of the training period, all rats (both trained and untrained) were tested for exercise capacity to measure exercise response as described. Trained rats are represented as LRTT and HRTT (n = 3 per group). Gastrocnemius muscles were dissected from animals 48 hours after the last exercise test, flash-frozen in liquid nitrogen and stored at -80C^◦^ for later analysis.

### RNA Sequencing

Frozen gastrocnemius muscles were pulverized using mortar-pestle. Total RNA from 50-100mg tissue powder was isolated using Trizol reagent. RNA was treated with DNAse and purified using NucleoSpin RNA II columns (Machery Nagel) and integrity was confirmed using an Agilent Bioanalyzer. RNA-sequencing was performed at GATC Biotech (Konstanz, Germany). Illumina Stranded TruSeq mRNA Library preparation kit was used with 1 ug of total RNA for the construction of sequencing libraries, which were loaded onto Illumina HiSeq 2500 High-output flow cell and sequenced in a 1 × 50 bp single read format.

### Human Training Study

Human study design is detailed in Robinson et al. (20). Briefly, the study randomly assigned young and old healthy participants to three groups: resistance training (R), high-intensity interval training (HIIT), and combined training (C). Participants trained for 12 weeks followed by repeated testing days. In this study, only the data from young participants were included in the analysis. HIIT protocol consisted of 3 days per week cycling and 2 days per week walking on a motorized treadmill. An interval session was designed to achieve 16 min of training time at a high intensity (> 90% VO_2_max). The treadmill walk was at a self-selected pace for 45 min at 70% VO_2_max. The combined training program was 5-days per week, 30 min of cycling, followed by 30 min of resistance training. The cycling at 70% VO_2_max was 20 min.

Mitochondrial respiration measurements were used as a proxy of aerobic exercise capacity. As explained in Robinson et al., mitochondria were isolated from pre- and post-training skeletal muscle biopsies and analyzed by high-resolution respirometry. Mitochondria were added to a 2mL chamber (Oxygraph-2K, Oroboros) followed by sequential additions of substrates and inhibitors. For this study, State 3 respiration through Complex I+II (Glutamate-malate-succinate) was used as mitochondrial respiration. Biopsy samples from *m. vastus lateralis* muscle were collected in rested and fasted state at 72 h post-exercise to avoid acute effects of exercise on gene abundance.

#### Bioinformatic Analysis

For RNA sequencing analysis, quality control of raw reads was determined using FastQC tool kit (http://www.bioinformatics.babraham.ac.uk/). The reads were then aligned with reference genome of *Rattus Norvegicus* (Rnor_6.0) downloaded from ENSEMBL using Tophat2 aligner (21). Alignments were assembled into transcripts using Cufflinks and list of differentially expressed genes (DEGs) was obtained by quantifying transcripts using Cuffdiff program (22).

Pathway analysis was carried out with the Ingenuity Pathway Analysis tool (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis, version 8.6) and PANTHER Gene Ontology classification (23). Differentially expressed genes were analyzed for statistical overrepresentation of GO Slim Biological Processes with Fisher’s Exact test and Bonferroni correction for multiple comparisons.

Raw counts for RNA-seq dataset from Robinson et al. (20) were downloaded from NCBI (GSE97084).

For the human aerobic capacity analysis, we correlated gene expression levels at untrained state with pre-training mitochondrial respiration measurements. Since this analysis is based on only the untrained state (intrinsic aerobic capacity), participants from all three groups (HIIT, C, and R) were included for statistical power.

For human exercise response analysis, after sorting the response rates of participants based on the change in mitochondrial respiration, four participants who showed highest improvement were designated as high responders. Four participants with the lowest change in mitochondrial respiration were designated as low responders. Next, we used DESeq2 package to normalize the data as well as to identify the DEGs in pre- and post-training states of high and low human responders (24). Finally, we investigated the overlap of DEGs with same directionality of change between humans and rats for further analysis.

To explore the putative upstream regulators, we used Distant Regulatory Elements of co-regulated genes (DiRE) analysis (25). Briefly, DIRE program identifies 3 top evolutionary conserved regions (ECRs) and the promoter ECRs for each gene in the submitted dataset. After defining these regions and corresponding sequences, it feeds this information into an algorithm that searches for the known transcription factor binding motifs (TFBMs) and how enriched these are in the submitted gene set. In parallel, the algorithm uses 5000 randomly selected genes and runs the same analysis as background.

### Secretome Analysis

For the secretome prediction, we took the Emanuelsson et al. (26) protocol as a baseline for sequence-based subcellular localization prediction. We applied the following package with default settings for the pipeline (the code is available publicly at https://travis-ci.org/github/fmaguire/predict_secretome). Briefly, after converting the gene names to amino acid sequences using Uniprot, the pipeline starts with SignalP to identify proteins containing signal peptides. After that, to filter proteins with transmembrane domains it uses TMHMM2.0. (If the signal peptide contains a TM domain, it will still pass this stage). Next, the pipeline identifies N-terminal sorting peptides *via* TargetP. Lastly, using WolfPsort, it identifies sequences likely to be in the extracellular compartment.

### Statistical Analysis

For the transcriptome profiling, from the output of Cuffdiff program all genes showing p-value < 0.05 (two-sided, adjusted by Benjamini-Hochberg method) were further examined for differential expression and functional processes.

Statistical significance was attributed to p < 0.05 (two-sided) and FDR < 0.05 where applicable. For statistical analysis of pathway analysis, Fisher’s exact test and Bonferroni’s correction for multiple comparisons were applied. GraphPad Prism was used for statistical analyses of the physiological data which are presented as means ± SE.

For human aerobic capacity analysis, we ran Pearson correlation for gene expression of human exercise transcriptome and corresponding mitochondrial respiration using cor.test function in R programming language. From the ouput, genes with correlation p-value < 0.05 (two-sided) were intersected with DEGs in rat aerobic capacity dataset (HCR-LCR) to check the directionality of change. Genes changing in the same direction were reported.

For human exercise response analysis, after sorting the response rates of participants based on the change in mitochondrial respiration, we determined the DEGs for pre- and post-training states of high and low responders. Overlap of DEGs with same directionality of change between humans and rats were selected for analysis.

## Results

### Muscle Transcriptional Signature of Aerobic Exercise Capacity Highlights Enhanced Vascularization and Oxygenation

To investigate the molecular mechanisms underlying intrinsic aerobic capacity, we used skeletal muscle from male rats selectively bred based on their running capacity (**Figure 1A**). Without any exercise training, the HCR group largely outperformed the LCR group on a maximal treadmill performance test (**Supplementary Figure 1A**). To identify molecular pathways associated with this intrinsic difference in exercise capacity, we performed global analysis of gene expression by massively parallel RNA-sequencing on gastrocnemius muscles from these animals (**Figure 1A**). 

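Gastrocnemius, a calf muscle, was sampled from 3 HCR and 3 LCR rats of generation 33 that had not been trained, with 1 RNA-seq library per rat. The authors deposited the number of reads they counted on each of 32882 Ensembl genes, without normalization. According to the file header, the counts were made with featureCounts 1.6.4 and the annotation of Ensembl release 91, without regard to strand, and a read that overlapped several genes was counted for each of them. Total counts were 34509953, 31869042 and 42172690 in HCR replicates 1, 2 and 3. They were 34547866, 33542455 and 36807133 in LCR replicates 1, 2 and 3. Each column heading also carries a number whose meaning is not explained in the file. It was 1, 1 and 3 for the HCR replicates and 3, 1 and 1 for the LCR replicates. The 13138 genes that edgeR's filterByExpr kept at its default settings were normalized by the TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a fold change above 1.5, which are the thresholds of the paper. The Cuffdiff test of the paper uses alignments, which were not used here. The authors also deposited, for each comparison, a table of the genes they called, with 1 expression level per group, a log2 fold change, a p-value and a q-value, and no value per rat. The count table lists genes by Ensembl identifier and the tables of called genes by symbol, and the files do not pair them. Values of a gene given by symbol are therefore those of the authors' deposited table, and the counts show how many tested genes changed as far. Such a number does not test the named gene, which was not located in the counts. Fold changes from Cuffdiff and from edgeR also need not be on the same scale. The median SD between replicate rats over the tested genes was 0.29 on the log2 scale of counts scaled to the library total times its TMM factor (CPM). The biological coefficient of variation was 26.6%. In counts simulated at the same depth and with edgeR's dispersion of each gene, 200 genes were changed. Genes were drawn independently of each other. The test called 142 of the changed genes and 13 unchanged ones. It called 15 of the 55 genes changed by a log2 fold change of 1, 67 of the 83 changed by 2 and 60 of the 62 changed by 4. Among the 50 tested genes actually higher in HCR by an estimated log2 fold change of at least 2.00, 4 were called. The simulated shares therefore need not hold in the actual libraries. The median absolute log2 fold change in the authors' deposited table is 1.21.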

We observed a similar range and distribution of reads across all samples confirming a comparable transcriptomic coverage. 

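The largest of the 6 total counts was 1.32 times the smallest. Between 16559 and 17668 genes per rat had at least 1 count. Over the tested genes, the median log2 CPM of a library lay between 3.25 and 3.32 and its interquartile range between 3.54 and 3.86. The gene with the most counts took 4.90% to 7.31% of a library, and the 10 highest genes together took 26.0% to 29.9%. TMM factors ranged from 0.881 in LCR replicate 2 to 1.09 in LCR replicate 3.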

Despite the heterogeneous nature of these models, individual transcriptomes clustered according to exercise capacity (**Figure 1B**). 

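Principal components were computed from log2 CPM, with a prior count of 2, of the 500 genes with the largest variance. The first component held 51.4% of the variance and the second 19.1%. HCR replicates 1, 2 and 3 had scores of -4.05, -10.0 and -28.8 on the first component, and LCR replicates 1, 2 and 3 had scores of 3.57, 44.4 and -5.00, so the groups overlapped on it. Over the same 500 genes, the Euclidean distance between libraries was 48.8 ± 12.2 (SD, 9 pairs) between the groups and 43.8 ± 8.73 (SD, 6 pairs) within them. The difference of 5.04 between these means was smaller than either SD, but it was the largest among the 10 ways to split the 6 rats into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 rats against 3 allow). In 6 of 6 rats the nearest library was one of the same group. With DESeq2's variance stabilizing transformation in place of log2 CPM the difference was 2.69. It ranged from 2.03 without HCR replicate 3 to 11.0 without LCR replicate 3.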

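In the counts, 4 of the 13138 tested genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with a fold change above 1.5, and 4 of 4 were higher in HCR. At an unadjusted p under 0.05 there were 861 genes, 501 higher and 360 lower in HCR, where 657 are expected by chance. Of these, 603 also changed more than 1.5-fold, 395 upward and 208 downward. The 3 HCR rats lay entirely above or entirely below the 3 LCR rats in 1616 genes, or 12.3% of those tested, against 10% by chance. The called gene with the largest change was ENSRNOG00000054174, for which the count file gives neither a name nor a position. It had 4.21 ± 0.842 CPM (SD, n = 3) in HCR and 0.0659 ± 0.0635 CPM (SD, n = 3) in LCR, a log2 fold change of 5.92 (standard error 0.50, adjusted p = 0.0331 from edgeR's quasi-likelihood test). The counts behind it were 127 to 164 in HCR and 1 to 5 in LCR, so the fitted fold change depends on the prior count. In the training experiment, ENSRNOG00000054174 had 0, 1 and 113 counts in LRTT replicates 1, 2 and 3. It had 92 to 235 counts in LRT, 93 to 291 in HRT and 185 to 232 in HRTT. Near absence of this gene therefore also occurred in some rats of a group and not in others. Next came ENSRNOG00000021555, with 2.10 ± 0.249 CPM (SD, n = 3) in HCR and 0.0795 ± 0.0612 CPM (SD, n = 3) in LCR, a log2 fold change of 4.60 (standard error 0.47, adjusted p = 0.0460 from edgeR's quasi-likelihood test). Whether a near-identical copy shares the reads of this gene is not known. With each rat left out in turn, the log2 fold change of ENSRNOG00000054174 stayed between 5.48 and 7.03 and its adjusted p from edgeR was under 0.05 in 3 of 6 fits, against 0 of 6 fits for ENSRNOG00000021555. The number of called genes ranged from 0 without LCR replicate 2 or without LCR replicate 3 to 10 without HCR replicate 3. DESeq2's Wald test moved the number most among the settings chosen before the data were examined, to 78 genes, 47 higher and 31 lower in HCR. With the number in the column heading as a covariate, a setting chosen after seeing the data, 0 genes were called.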

By comparing the skeletal muscle transcriptomes of both groups, we identified 434 differentially expressed genes (DEGs), out of which 257 were increased in HCR and 177 were elevated in LCR (fold change > 1.5, q < 0.05) (**Figure 1C**). 

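Of the 10 transcripts shown as highest in HCR in Supplementary Figure 1B, the authors' deposited table lists 9, with log2 fold changes of HCR over LCR from 2.41 to 6.41. In that authors' deposited table the value is 3.94 for Fam163a, 3.00 for Pik3c2g, 2.79 for Msln, 2.67 for Mup4, 2.49 for Fosb and 2.41 for Cyp2j4. Each of these 6 genes has a q-value of 0.00312 in the authors' deposited table, and Hb-b2 is not listed there under that name. In the counts, 18 tested genes were higher in HCR by a log2 fold change of at least 2.41. Among these, 16 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test and 3 were called.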

Among the top 10 transcripts with higher expression in HCR were genes linked to metabolism (*Pik3c2g* and *Mup4*), cell proliferation and differentiation (*Fam163a*, *Fosb*, and *Cyp2J4*), and regulation of blood vessel function and oxygen supply (*Msln*, *Cyp2J4*, and *Hb-b2*) (**Figure 1C** and **Supplementary Figure 1B**). Conversely, several of the top genes with higher expression in LCR muscle (i.e., 10 lowest in this analysis), were related to myogenesis and muscle regeneration, including *Tmem8c* (also known as Myomaker), *Ranbp3l*, and *Ppm1h*. 

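The authors' deposited table gives log2 fold changes of HCR over LCR of -3.84 for Ppm1h, -3.20 for Ranbp3l and -2.75 for Tmem8c. The 10 transcripts shown as lowest in Supplementary Figure 1B span -3.84 to -2.64 in the authors' deposited table. In the counts, 12 tested genes were lower in HCR at least as far as the smallest of these changes. An unadjusted p under 0.05 was reached by 11 of the 12, and 0 were called after adjustment over all tested genes.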

*Igfn1*, a negative regulator of protein synthesis, was highly expressed in LCR. Also, *Ifit1* expression was higher in LCRs, which encodes for a component of interferon-induced protein complex that was previously linked to obesity-related inflammation (27).

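For Igfn1 the authors' deposited table gives an expression level of 1.05 in HCR and 9.22 in LCR, in a unit the table does not name, with a log2 fold change of -3.14. It ranks 4 among the 177 transcripts that this authors' deposited table lists as lower in HCR. A fall at least as large was found in the counts of 5 tested genes, 5 of which had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in edgeR's quasi-likelihood test.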

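Ifit1 has a log2 fold change of -2.90 and rank 6 among the transcripts lower in HCR in the authors' deposited table. In the counts, 6 genes fell at least as far, 6 of them at an unadjusted p under 0.05, and 0 of them were called.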

**Figure 1:**
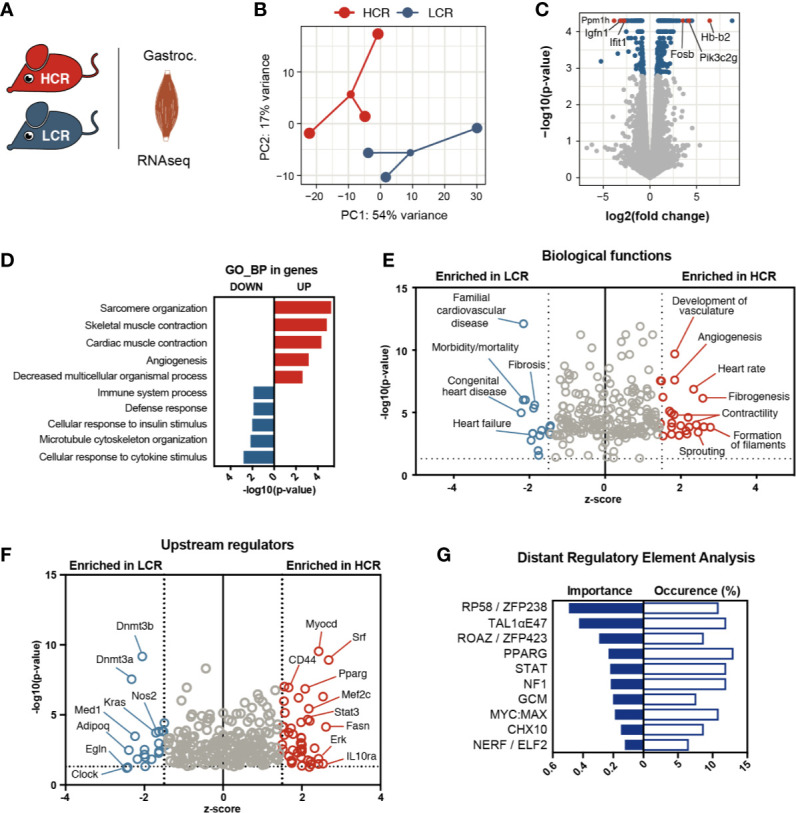
Transcriptional signature of aerobic exercise capacity in skeletal muscle. **(A)** Comparison of transcriptional profiles with RNA-sequencing of gastrocnemius muscles from High Capacity Runner (HCR) and Low Capacity Runner (LCR) rats. **(B)** Principle component analysis of HCR and LCR groups (n = 3). **(C)** Volcano plot showing gene expression analysis, genes with FDR < 0.05 shown in blue, and highlighted genes in red. **(D)** PANTHER gene ontology analysis showing top 5 biological processes (GO_BP) enriched in upregulated genes (red) and top 5 terms enriched in downregulated genes (blue). Hierarchically connected, largely redundant GO terms are represented by the smallest set (Fold enrichment > 5, p < 0.05, Bonferroni correction for multiple comparison). **(E, F)** Ingenuity pathway analysis for biological functions and upstream regulators (input FDR<0.05, z-score cut-off 1.5 on each side of the axis, only data with p < 0.05 plotted). **(G)** Distant regulatory element analysis of the differentially regulated genes (set to target top 3 ECRs + promoter ECRs against 5000 random background).

To have a global view of the muscle gene programs associated with enhanced intrinsic capacity, we performed gene ontology (GO) analysis on the DEGs. The transcripts increased in HCR muscle revealed enrichment for genes associated with muscle structure, contractility and vascularization (**Figure 1D**). On the other hand, immune response-related genes were overrepresented within the LCR transcriptome. 

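Sets of genes could not be tested in the counts, whose identifiers the files do not pair with symbols. Of 21 genes of slow muscle contraction, listed before the data were examined, 12 are in the authors' deposited table and 12 of 12 are higher in HCR, with log2 fold changes from 0.91 for Casq2 to 2.07 for Tnnt2. The authors' expression level of Tnnt2 is low, at 3.64 in HCR and 0.868 in LCR. That of Tnnt1, with a log2 fold change of 1.51, is 1565 in HCR and 549 in LCR. The paper names 8 of the 21, and without these the authors' deposited table lists 6, 6 of 6 higher in HCR. The authors' deposited table holds 0 of 15 genes of fast muscle contraction. In the counts, 483 tested genes rose at least as far as Casq2, 239 of them at an unadjusted p under 0.05 in edgeR's quasi-likelihood test.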

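A list of 30 interferon-induced genes, also written before the data were examined, has 2 members in the authors' deposited table, Ifit1 and Ifi44, and both are lower in HCR. The log2 fold change of Ifi44 in the authors' deposited table is -1.09. Of a list of 31 inflammation genes, 0 are in the authors' deposited table. In the counts, 113 tested genes fell at least as far as Ifi44. The unadjusted p was under 0.05 for 67 of them, and 0 were called.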

In parallel, we used Ingenuity Pathway Analysis (IPA) to further uncover pathways and functions that may contribute to the divergent phenotypes of these models (**Figure 1E**). Based on the differential gene expression, IPA predicts whether a specific biological function is activated (positive z-score) or inhibited (negative z-score). In this context, an inhibition of a function for HCR means an activation for LCR. Consistent with the GO analysis, angiogenesis and contractility related functions were heavily represented among the biological functions that were predicted to be activated in HCR muscles. 

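Of 30 genes of angiogenesis, the authors' deposited table lists 7 (Angpt2, Apln, Esm1, Klf2, Klf4, Plvap and Thbs1), and 7 of 7 are higher in HCR by log2 fold changes from 0.82 to 1.54. In the counts, 599 tested genes rose at least as far as Esm1, the smallest of these changes. Of those, 277 had an unadjusted p under 0.05 and 4 were called in edgeR's quasi-likelihood test. The paper names 4 of the 30 angiogenesis genes, and without these the authors' deposited table lists 3, 3 of 3 higher in HCR. The list was not divided into genes that promote and genes that restrain angiogenesis. These counts therefore give no direction for the process. Among the genes increased in HCR, the paper reports enriched terms of muscle structure, contractility and vascularization (Figure 1D). It also reports angiogenesis and contractility among the functions that IPA predicted to be activated (Figure 1E).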

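Among genes of extracellular matrix remodelling, the authors' deposited table gives log2 fold changes of HCR over LCR of 1.12 for Plat, 1.54 for Thbs1 and 1.43 for F2. Of 24 genes drawn in red in Supplementary Figure 1C, the authors' deposited table lists 23, 23 of 23 as higher in HCR, and of 5 drawn in blue it lists 5, 5 of 5 as lower. In the counts, a rise at least as large as that of Plat was seen in 314 tested genes. Of these, 176 had an unadjusted p under 0.05 and 4 were called.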

One interesting biological function highlighted in the IPA analysis was fibrogenesis, representing genes associated with extracellular matrix remodelling (e.g., *Plat*, *Serpine1*, *Thbs1*, and *F2*) and that were elevated in high capacity runner transcriptome (**Supplementary Figure 1C**). Biological functions activated in the LCR muscle transcriptome involved cardiovascular disease terms and mortality reflecting the metabolic problems reported in these animals (28).

To explore how these gene programs are orchestrated, we interrogated the DEG sets for putative upstream regulators. Searching for coordinated expression patterns in the DEGs against co-expression databases, IPA retrieved several transcription factors known to be important for muscle function (Mef2c, PPARγ, SRF, and STAT3) as activated in HCR (**Figure 1F**). On the LCR side, the DNA methylases Dnmt3a and Dnmt3b scored high among the potential regulators. Although with less significance, we also spotted regulators that may play a role in oxygenation state and injury recovery (Nos2 and Egln). Another way to identify putative upstream regulators, is to scan the close vicinity of co-regulated genes for known transcription factor binding motifs (TFBM). To that end, we used DiRE (distant regulatory elements of co-regulated genes) (25) to analyze the regulatory regions of DEGs (**Figure 1G**). With this approach, we observed again an association of STAT and PPARγ motifs with HCR-related genes and identified additional TFs, some of which are recently shown to modulate myogenesis (Zfp238) (29) and muscle regeneration (Zfp423) (30).

### Reduced Response to Endurance Training Is Associated With Inflammatory Gene Signature and Circadian Rhythm Regulation

The large inter-individual variation in response to exercise training poses considerable challenges in the design of standardized exercise interventions. 

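The training experiment has a count table of its own, with 3 rats in each of 4 groups of generation 15. HRT and LRT rats are high and low responders to training that stayed untrained, and HRTT and LRTT rats are high and low responders after 8 weeks of training. The reads were counted with the settings used for the HCR and LCR rats. Total counts ranged from 32099533 to 36045341 in HRT (median 33989419), from 37849730 to 41446415 in LRT (median 40180944), from 33674213 to 38066798 in HRTT (median 34204642) and from 25084058 to 36404512 in LRTT (median 32902042). Between 16408 and 17316 genes per rat had at least 1 count. The number in the column heading was 2 for all 3 HRT and all 3 LRTT libraries, 3 for all 3 HRTT libraries, and 3, 1 and 1 for LRT replicates 1, 2 and 3. HRTT and LRTT, HRT and LRT, LRTT and LRT, and HRTT and HRT share no number, so a difference in whatever it marks could not be separated from a comparison within any of these pairs. All 12 libraries entered 1 edgeR fit with a term per group, over 13478 genes kept by filterByExpr, and each comparison was a contrast of 2 groups. Sharing the estimate of the spread over 4 groups was a choice that could change the number of called genes. The biological coefficient of variation was 23.8%. In counts of this design simulated in the same way, 155 of 200 changed genes and 9 unchanged genes were called. By log2 fold change, 32 of the 66 genes changed by 1, 55 of the 64 changed by 2 and 68 of the 70 changed by 4 were called.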

To map the exercise response transcriptome of skeletal muscle, we used the selectively bred HRT-LRT model system and trained them on a treadmill for 8 weeks, generating the HRT-Trained (HRTT) and LRT-Trained (LRTT) groups (**Figure 2A** and **Supplementary Figures 2A–C**). A separate cohort of untrained HRT and LRT animals underwent a maximal running capacity test before and after the 8 weeks training period. While the pre-training performance of HRTs and LRTs were the same, HRTTs significantly outperformed the LRTTs in the post-trained condition (**Supplementary Figures 2B–C**). Reflecting this, the HRTT and LRTT transcriptomes clustered separately (**Figure 2B**) with 255 differentially expressed genes (fold change > 1.5, FDR < 0.05). Of these, 68 were enriched in HRTT and 187 were decreased in HRTT (i.e., enriched in LRTT). 

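For the 6 LRTT and HRTT libraries, the first principal component of the 500 most variable genes held 63.8% of the variance and the second 12.9%. On the first component, HRTT replicates 1, 2 and 3 had scores of 21.9, -26.8 and -22.2, and LRTT replicates 1, 2 and 3 had scores of 36.2, 14.6 and -23.7. On the second component, the HRTT scores of -13.8, -7.15 and -8.59 lay below the LRTT scores of -0.0851, 16.3 and 13.3. The Euclidean distance over these genes was 47.0 ± 12.3 (SD, 9 pairs) between the groups and 47.1 ± 14.4 (SD, 6 pairs) within them. The difference of -0.0904 was reached or exceeded in 4 of the 10 splits of the 6 rats (exact permutation test, one-sided, p = 0.4, where 0.1 is the smallest p possible). The nearest library was of the same group in 3 of 6 rats. Over all genes kept by filterByExpr the difference was 0.630 (exact permutation p = 0.4). It reached 4.87 without HRTT replicate 1 and 7.67 without LRTT replicate 3, and it was -6.37 without HRTT replicate 2.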

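In the counts, 1 of the 13478 tested genes was called between HRTT and LRTT. This was ENSRNOG00000021555, whose CPM was 3.31 ± 0.140 (SD, n = 3) in HRTT and 0.0906 ± 0.0642 (SD, n = 3) in LRTT. Its log2 fold change was 5.08 (standard error 0.43, adjusted p = 0.000891 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p from edgeR was under 0.05 in 12 of 12 fits that each left out 1 rat. At an unadjusted p under 0.05 there were 776 genes, 326 higher and 450 lower in HRTT, where 674 are expected by chance. With a fold change above 1.5 as well there were 380, 134 higher and 246 lower. The groups did not overlap in 1473 genes, or 10.9%. With only the HRTT and LRTT libraries in the fit, 6 genes were called, 2 higher and 4 lower, and DESeq2's Wald test called 33 genes, 19 higher and 14 lower. Leaving out 1 rat gave between 1 and 5 called genes, with 5 without LRT replicate 1 and without LRTT replicate 3.

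**Figure D1:**
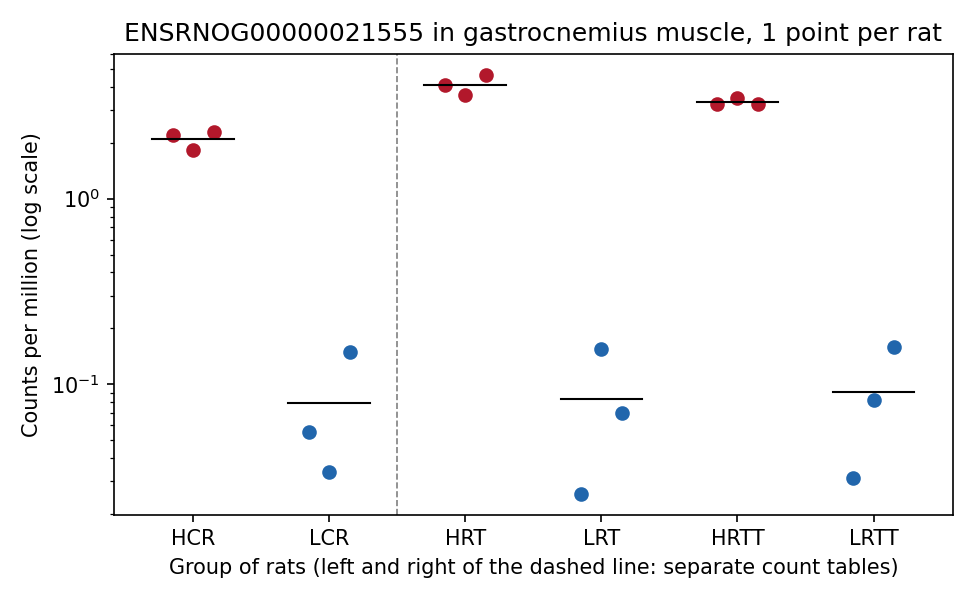
CPM of ENSRNOG00000021555 on a log axis for each of 18 rats in 6 groups, with the mean of each group as a line. The 9 rats of the HCR, HRT and HRTT groups sit between 1.82 and 4.64 CPM, and the 9 rats of the LCR, LRT and LRTT groups sit at or below 0.159 CPM. The 2 count tables were normalized separately.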

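The authors' deposited table of HRTT against LRTT gives log2 fold changes of 3.38 for Kcna10, 3.04 for Lgi3, 3.00 for Sln and 1.88 for Adcy1. The 10 transcripts shown as highest in HRTT in Supplementary Figure 2D span 1.71 to 7.87 in the authors' deposited table. A rise of this size was found in the counts of 29 tested genes. Of these, 25 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test and 1 was called. In the authors' deposited table of the untrained rats, HRT against LRT, Lgi3 and Kcna10 are also higher in the high responders, with log2 fold changes of 1.89 and 1.63, while Sln is lower, with -1.92.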

Among the top increased transcripts in HRTT muscles were some genes involved in training-induced pathways, such as calcium signalling (*Sln* and *Adcy1*) but also some novel ones *(Kcna10* and *Lgi3*). (**Figure 2C** and **Supplementary Figure 2D**). Interestingly, Lgi3 has been reported to activate Akt although in other cell types (31). Top LRTT enriched transcripts included negative regulators of calcineurin signalling (*Rcan3*), positive regulators of NMJ function (*Wnt16* and *VAT1l*), and slow twitch fibres (*Myh6*). 

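Rcan3 has a log2 fold change of HRTT over LRTT of -5.54 in the authors' deposited table, Myh6 has -3.85, Wnt16 has -2.96 and Vat1l has -2.59. In the counts, 1 tested gene fell as far as Rcan3 and 2 as far as Myh6, with 0 of them at an unadjusted p under 0.05. As far as Wnt16 fell 5 genes, 3 of them at an unadjusted p under 0.05, and as far as Vat1l fell 13 genes, 10 of them at that level. None of these 13 was called in edgeR's quasi-likelihood test. Rcan3 ranks 2 and Myh6 ranks 6 among the transcripts lower in HRTT in the authors' deposited table. Changes of this size are thus fewer in the counts, and these numbers do not test Rcan3 or Myh6.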

To investigate pathways and functions that potentially contribute to training response, we explored enriched gene sets with GO analysis and biological functions (**Supplementary Figures 2E, F**). 

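Among 20 genes of the circadian clock, the authors' deposited table of HRTT against LRTT lists 5. The paper names 5 of the 20, and without these the authors' deposited table lists 0. Ciart, Dbp, Bhlhe40 and Per1 are lower in HRTT in the authors' deposited table, with log2 fold changes of -2.08, -1.67, -0.94 and -0.90, and Nfil3 is higher, with 0.69. Ciart and Per1 are also lower in HRT than in LRT before training, with -1.43 and -1.39 in the authors' deposited table of those groups. In the counts, 357 tested genes were lower in HRTT at least as far as Per1. An unadjusted p under 0.05 was found for 143 of these 357, and 0 were called. Of the 31 inflammation genes, the authors' deposited table of HRTT against LRTT lists 2, Lyz2 and Spp1, 2 of 2 lower in HRTT. The paper names 5 of the 31, and without these the authors' deposited table lists 0. Of the 30 interferon-induced genes it lists 1, Ifi27, which is higher in HRTT with a log2 fold change of 1.06.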

High response transcriptome revealed a blood pressure related signature while low response signature included circadian regulation (specifically *Per1*, *Bhlhe40*, *Ciart*, *Db*p expression induced, and Nfil3 repressed) and was overall more diversified. When we looked at the potential upstream regulators, transcription factors Foxo4 and Atf4 known for their roles in skeletal muscle atrophy (32–35), were among the predicted factors whose targets were enriched in the LRTT transcriptome (**Figure 2D**). This is in line with the reports showing lack of response to strength training in LRTTs (36). In addition, immune response-related factors (Ccr2, TNF, IL10ra, and p53) were also among the activating factors for the LRTT muscle indicating a damage response. In support of this, a separate search for potential regulators revealed an enrichment of the TFBM for NFkB50 (p50-p50 homodimer), a known transcriptional repressor and regulator of immune and inflammatory responses (**Figure 2E**).

**Figure 2:**
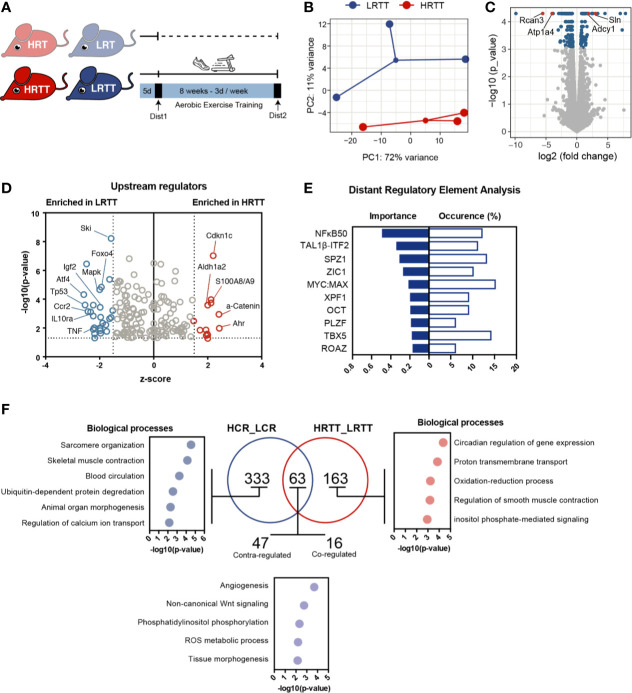
Adaptive exercise response transcriptional profile in skeletal muscle. **(A)** High and low responder rats were trained on a treadmill for 8 weeks generating low and high responder to training-trained rats (LRTT and HRTT). **(B)** Principle component analysis of LRTT and HRTT skeletal muscle transcriptomes (n = 3) **(C)** Volcano plot showing gene expression analysis, genes with FDR < 0.05 shown in blue, and highlighted genes in red. **(D)** Ingenuity Pathway Analysis showing predicted upstream regulators (input FDR < 0.05, z-score cut-off of 1.5 on each side of the axis, only data with p < 0.05 plotted). **(E)** Transcriptional factors for the differentially regulated genes predicted by distant regulatory element analysis (set to target top 3 ECRs + promoter ECRs against 5000 random background). **(F)** Venn diagram comparison of high capacity and high response transcriptional profiles and Panther gene ontology analysis for biological processes for corresponding gene signatures. Hierarchically sorted GO terms (Fold enrichment >10, p < 0.05, Bonferoni correction for multiple testing) were ranked for the lowest p-value, and top 5 were plotted.

Comparing the individual effects of the intrinsic and acquired components of exercise capacity could prove useful to investigate common and unique underlying mechanisms. A Venn diagram of the transcriptional profiles revealed the unique gene sets to each component (**Figure 2F**). 

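The HCR and LCR comparison and the HRTT and LRTT comparison share no rat. In the counts they shared 1 called gene, ENSRNOG00000021555, which was higher in HCR and in HRTT (Fisher's exact test, two-sided, p = 0.000307 over the genes tested in both). Called in HCR against LCR alone were 3 genes, and in HRTT against LRTT alone 0 genes. Because 1 gene makes up the overlap, no direction among shared genes can be drawn from it. It was also called in both comparisons under DESeq2's Wald test, where an overlap of 1 gene between 75 and 32 called genes is not beyond chance (Fisher's exact test, p = 0.169), and in neither with at least 10 counts required in every library, which removes the gene.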

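By name, 362 transcripts are in the authors' deposited table of HCR against LCR and not in that of HRTT against LRTT. Among them are 9 of the 21 genes of slow muscle contraction (Casq2, Myl2, Myl3, Myoz2, Tnnc1, Tnni1, Tnnt1, Tnnt2 and Tpm3), which the authors' deposited table gives as higher in HCR. In the counts, 110 tested genes were higher in HCR at least as far as Myl2, at a log2 fold change of 1.62, and 71 of them had an unadjusted p under 0.05.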

The intrinsic capacity unique transcripts (n = 333) reflects a predominant muscle function signature enriched with sarcomere organization, skeletal muscle contraction, and regulation of Ca^++^ ion transport biological processes. On the other hand, the signature for acquired capacity (n = 163) displays a more fragmented signature with associations to circadian regulation, proton transmembrane transport and redox process. 

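The authors' deposited table of HRTT against LRTT holds 183 names that are not in the table of HCR against LCR. The 5 clock genes are all among these, and of 43 genes of oxidative phosphorylation the authors' deposited table holds 0. In the counts, 0 genes were called for the response alone, and 246 were lower in HRTT by more than 1.5-fold at an unadjusted p under 0.05.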

The 63 shared transcripts were mostly associated with angiogenesis, ROS metabolic process, and Wnt signalling, all of which are known exercise induced processes.

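The authors' deposited tables of the 2 comparisons share 71 names, 18 changed in the same direction and 53 in opposite directions. Of the 53, 42 are higher in HCR and lower in HRTT, and 11 are lower in HCR and higher in HRTT. In the authors' deposited tables, 5 of 32 genes of the extracellular matrix (Col14a1, Col1a1, Kera, Thbs2 and Tnmd) and 1 of the 30 angiogenesis genes (Apln) are shared. Across 13020 genes tested in both count tables, which are not independent replicates, the log2 fold changes had a Pearson correlation of -0.163. A correlation as far from 0 was found in 48 of the 100 pairs of splits of the rats, the actual pair included. The paper reasons from the unique and shared transcripts (Figure 2F) that intrinsic and acquired capacity have separate signatures, with angiogenesis, ROS metabolism and Wnt signalling common to both.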

Since the HRT and LRT training response diverges, we next considered if differences in exercise-induced changes in their transcriptional profiles could uncover candidate genes linked to enabling or inhibiting such exercise adaptations. 

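In the counts, training changed 0 of 13478 genes at an adjusted p under 0.05 in LRTT against LRT, and 0 in HRTT against HRT, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 565 genes in the low responders, 303 higher and 262 lower after training, and 335 in the high responders, 166 higher and 169 lower, where 674 are expected by chance. DESeq2's Wald test called 8 genes in the low responders and 2 in the high responders. Without LRTT replicate 3, 3 genes were called in the low responders, and without HRTT replicate 1, 1 gene was called in the high responders. With the replicate number as a block, which was counted as pairing HRTT and HRT, 0 genes were called in the fit of 12 libraries and 1 in a fit of these 2 groups alone that was chosen after seeing the data. Before training, 1 gene was called between HRT and LRT and 1288 had an unadjusted p under 0.05. The called gene was again ENSRNOG00000021555, with a log2 fold change of 5.57 (standard error 0.43, adjusted p = 0.000268 from edgeR's quasi-likelihood test). ENSRNOG00000042516 is a gene that the authors' deposited table lists by its identifier, with a log2 fold change of LRTT over LRT of -0.66 and a q-value of 0.0453. Its CPM was 19.6 ± 4.04 (SD, n = 3) in LRTT and 31.7 ± 4.48 (SD, n = 3) in LRT, a log2 fold change of -0.70 (standard error 0.22, adjusted p = 0.989 from edgeR's quasi-likelihood test). The unadjusted p of that test was 0.00915. LRTT rats reached at most 22.7 CPM and LRT rats had at least 29.0 CPM. For this gene the counts thus gave the direction and about the size of the authors' value, without passing the adjustment over all tested genes.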

To explore this angle, we compared each group in the post-trained state to their corresponding pre-training state (**Supplementary Figure 2G**). 

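By name, the authors' deposited tables of LRTT against LRT and of HRTT against HRT share 40 genes. Of these, 33 changed in the same direction, 28 upward and 5 downward with training, and 7 in opposite directions. In the counts 0 genes were called in both lines. Across the 13478 tested genes, which are not independent replicates, the log2 fold changes of training in the low and the high responders had a Pearson correlation of 0.0664.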

Most training-induced genes common to low and high exercise responders were regulated in the same direction. 

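The authors' deposited table of LRTT against LRT lists 6 of 30 interferon-induced genes (Ifi44l, Ifit3, Mx1, Mx2, Oas2 and Usp18), 6 of 6 higher after training, with log2 fold changes from 1.08 to 1.64, and the table of HRTT against HRT lists 0 of these 6 and 1 other, Oas1b, higher after training with a log2 fold change of 0.93. Of the inflammation genes, Spp1 is in the authors' deposited table of LRTT against LRT, with 2.54. Of the angiogenesis genes, Apln is higher, with 0.90, and Vwf lower, with -0.69, in the authors' deposited table. In the counts, 206 tested genes rose after training of low responders at least as far as Ifit3. Of these, 70 had an unadjusted p under 0.05 and 0 were called.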

The unique genes for low training response (n = 193) were enriched in GO terms related to immune response (inflammation and interferon responses and receptor internalization) and effects of exercise (angiogenesis, synaptic vesicle transport, and ROS metabolic process). Conversely, the gene signature unique to high response was enriched in processes concerning ion transport, Ca^++^ signalling, and oxidative respiration.

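Of 43 genes of oxidative phosphorylation, 0 are in the authors' deposited table of HRTT against HRT. Sln, which encodes a regulator of the calcium pump, has a log2 fold change of 4.38 and rank 1 among the transcripts higher after training in the authors' deposited table. In the counts of the high responders, 2 tested genes rose at least as far as Sln, 0 of them at an unadjusted p under 0.05 in edgeR's quasi-likelihood test.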

### The Predicted Muscle Secretomes of Exercise Capacity and Response Highlight Lipid Metabolism and Extracellular Matrix Remodelling

Muscle-derived secreted factors play an important role in mediating the exercise-associated local and systemic adaptations (37). We used the transcriptomics data to identify known or novel myokines involved in exercise capacity or response phenotypes (**Figure 3**). To this end, transcriptome profiles were processed through a well-established pipeline for protein sequence-based prediction of putative secreted factors (26). The human secretome and membrane proteome resource compiled by the Human Protein Atlas (HPA) initiative (38) allowing us to determine the location of each candidate molecule (**Figures 3A–C**). 

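Lpl, Adipoq, Plat and Tcn2 are higher in HCR in the authors' deposited table, with log2 fold changes of 1.06, 1.36, 1.12 and 0.79. Igfbp6 is higher in HCR, with 0.81, and lower in HRTT than in LRTT, with -1.10, and Lyz2 is lower in HRTT, with -0.75, in the authors' deposited tables. In the counts, 643 tested genes were higher in HCR at least as far as Tcn2, 289 of them at an unadjusted p under 0.05. Lower in HRTT at least as far as Lyz2 were 517 tested genes, 183 of them at an unadjusted p under 0.05.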

Based on the capacity and response transcriptomes, we were able to predict some known secreted factors (Lpl, Plat, Adipoq, Lyz2, Igfbp6, and Tcn2) and some putative ones. Interestingly, a considerable fraction of the predicted capacity secretome is classified as potentially secreted to blood. Nearly all the corresponding transcripts were significantly increased in the HCR transcriptome (**Figure 3A**). Among these, members of the plasmin system *(*F2/Thrombin, Plat, Serping1, and Serpinf), lipid metabolism (ApoD, Adipoq, Ces1, Lpl, and Pla2g12a) and immune function (Ccl21, Cfi, and Slpi) stand out. 

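Of the 34 predicted factors in Figure 3A, the authors' deposited table gives 28 as higher and 6 as lower in HCR, with log2 fold changes from 0.77 to 6.41 and from -2.40 to -0.75. In the counts, 669 tested genes were higher in HCR by at least the smallest of the 28 increases, 297 of them at an unadjusted p under 0.05. At least as low as the smallest of the 6 decreases were 274 tested genes, 136 of them at an unadjusted p under 0.05 and 0 called in edgeR's quasi-likelihood test.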

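Among these factors, the authors' deposited table gives log2 fold changes of HCR over LCR of 1.78 for Ces1d, 1.56 for Cfi, 1.54 for Ccl21, 1.10 for Apod, 0.91 for Serping1 and 0.88 for Pla2g12a. Slpi is lower in HCR in the authors' deposited table, with -1.48. In the counts, 523 tested genes rose at least as far as Pla2g12a, 252 of them at an unadjusted p under 0.05. A fall as large as that of Slpi was seen in 60 tested genes, 45 of them at an unadjusted p under 0.05.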

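Of 22 predicted factors in Figure 3B, 19 are lower and 3 are higher in HRTT in the authors' deposited table, with log2 fold changes from -2.96 to -0.71 and from 1.36 to 7.87. In the counts, 574 tested genes were lower in HRTT by at least the smallest of the 19 decreases. Of these, 197 had an unadjusted p under 0.05 and 0 were called in edgeR's quasi-likelihood test. At least as high as the smallest of the 3 increases were 53 tested genes, 43 at an unadjusted p under 0.05 and 1 called.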

Notably, nearly all predicted factors for response profile were enriched in LRTTs (reduced in HRTTs). 

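The log2 fold changes of HRTT over LRTT in the authors' deposited table are -1.91 for Sostdc1 and -1.78 for Wisp2, beside that of Wnt16. Of 32 genes of the extracellular matrix, the authors' deposited table lists 10, 10 of 10 lower in HRTT, from -1.86 for Kera to -0.76 for Bgn. The paper names 7 of the 32, and without these the authors' deposited table lists 3, 3 of 3 lower. In the counts, 62 tested genes fell at least as far as Wisp2, 38 of them at an unadjusted p under 0.05, and 507 fell at least as far as Bgn, 180 of them at that level.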

The largest fraction of the predicted secretome profile for exercise response was categorized to ECM as the HPA secretome localization, and included Wnt signalling related factors (Wisp2, Wnt16, and Sostdc) (**Figure 3B**). 

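The 11 factors of Figure 3C are all higher in HCR and all lower in HRTT in the authors' deposited tables, with log2 fold changes from 0.74 to 1.59 and from -1.86 to -0.68. Col1a1 has 1.21 in HCR against LCR and -1.14 in HRTT against LRTT in the authors' deposited tables, Col14a1 has 0.99 and -0.99, Thbs2 has 1.11 and -1.06, and Pla2g2a has 1.59 and -1.47. In the counts, 701 tested genes were higher in HCR by at least the smallest of these increases and 631 were lower in HRTT by at least the smallest of these decreases. An unadjusted p under 0.05 was found for 306 of the 701 and 212 of the 631.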

Interestingly, the shared factors between the two profiles involved proteins related to ECM remodelling (Col1a1, Col14a1, Ecm1, Thbs2, Cilp2, and Serpinf1), insulin sensitivity, and metabolism (Igfbp6 and Pla2g2a) (39) (**Figure 3C**).

**Figure 3:**
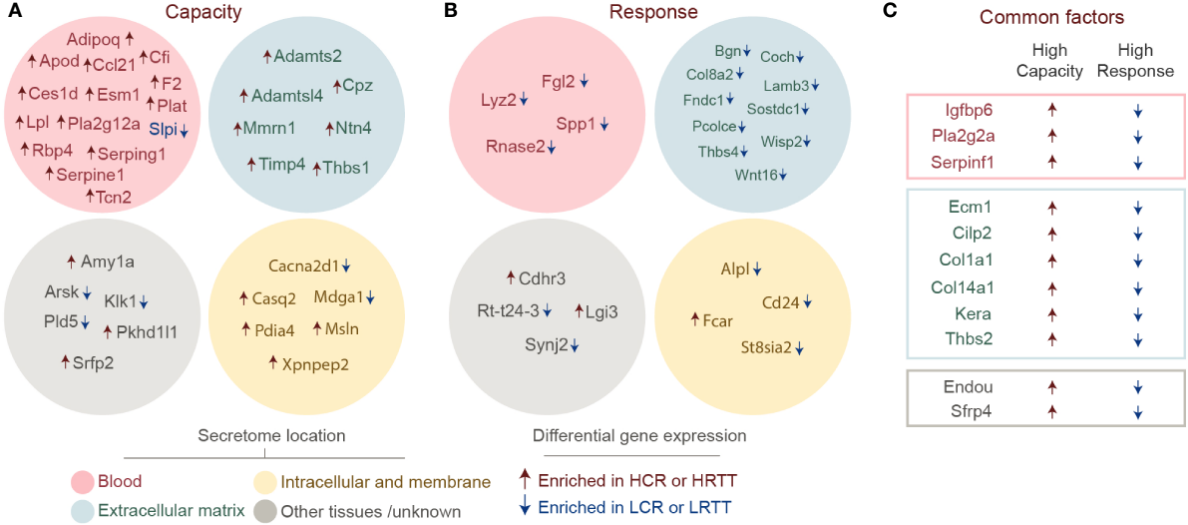
Secretome prediction for high exercise capacity and high response to exercise. Differentially expressed genes for high capacity and high response were used to search for predicted secreted factors. Factors unique to **(A)** high capacity and **(B)** high response muscle secretomes are shown divided to locations based on data from Human Protein Atlas: blood (pink), extracellular matrix (blue), intracellular and membrane (yellow), and other tissues/unknown locations (gray). Upregulated transcripts are marked with a red arrow and a blue arrow marks the downregulated transcripts. **(C)** Factors that are common to high capacity and high response muscle profiles are shown in boxes with the same color-code (blood in red, extracellular matrix in blue, and other in gray).

### Gene Networks of Exercise Capacity and Response in Humans

Next, we sought to determine the molecular factors that play into an individual’s aerobic capacity and their potential to improve endurance performance in a similar way to the rat models we used for this study. For this, we used the RNA-seq datasets from Robinson et al. (20) to find correlations between relative gene expression levels, exercise capacity and response (**Figure 4A**). In that study, healthy young and older participants were exposed to different modalities of exercise and the multiple-omics approach aimed to find molecular transducers of exercise benefits in skeletal muscle.

**Figure 4:**
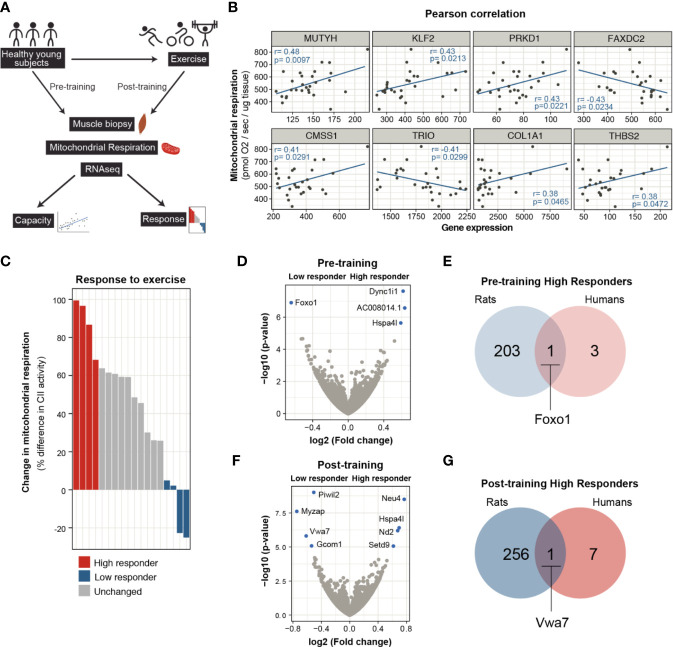
Molecular mediators of intrinsic capacity and response to exercise in humans. **(A)** Scheme showing the dataset and workflow used for the analysis using data from Robinson et. al. **(B)** Pearson correlation analysis of pre-training skeletal muscle mitochondrial respiration measurement and gene expression levels for healthy, young adults (n = 29, p < 0.05, only samples with normal distribution were plotted). **(C)** The subjects are ranked based on change in mitochondrial respiration after aerobic exercise training. Top 4 individuals are designated as high responders (red) and bottom 4 subjects are grouped as low responders (blue). Skeletal muscle transcriptomes of high and low responder subjects were compared by re-analysing RNA-seq data. **(D)** Comparison of pre-training transcriptome profiles is shown in volcano plot (n = 4), transcripts with FDR < 0.05 shown in blue. **(E)** Venn diagram comparison of pre-trained muscle transcriptomes of high responder rats and humans. **(F)** Volcano plot for differentially expressed genes between post-training skeletal muscle transcriptomes of high and low responder humans. **(G)** Post-trained transcriptome comparison for high responder rats and humans.

Using the pre-training muscle mitochondrial respiration measurements as a functional indicator of intrinsic aerobic capacity and RNA-seq from the same volunteers (**Supplementary Table 1**), we looked for correlations between these two measures. From this analysis, we identified 574 genes that positively correlated with muscle mitochondrial respiration values. Within this group, genes fell into biological processes related to muscle regeneration (most notably notch signalling), metabolism, and calcium homeostasis. A smaller number of genes correlated negatively with mitochondrial function and grouped under Mitochodrial RNA processing and Regulation of autophagy, among other (**Figure 4B** and **Supplementary Figure 3A**). 

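On the rat side, 17 gene names from Supplementary Table 2 were found in the authors' deposited table of HCR against LCR. Of these, 12 are higher in HCR, with log2 fold changes from 0.94 for Plvap to 2.00 for Tecrl, and 5 are lower, from -2.55 for Ostn to -0.77 for Dmxl1, in the authors' deposited table. In the counts, 448 tested genes rose at least as far as Plvap, 227 of them at an unadjusted p under 0.05. A fall at least as large as that of Dmxl1 was seen in 261 tested genes, 132 of them at that level.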

From the set of genes that showed a correlation with mitochondrial respiration (either positive or negative), we could find 16 amongst the HCR/LCR DEGs (**Supplementary Table 2**). Eight of these genes were regulated in the same direction in both humans and rats (**Figure 4B** and **Supplementary Table 2**). *MUTYH*, encoding for an enzyme called MYH glycosylase involved in the repair of oxidative DNA damage, showed the highest correlation estimate. In addition, transcript levels of the transcription factor Kruppel like factor 2 (*KLF2*) and Protein Kinase 1D (*PRKD1/*PKD1) also showed a positive correlation with mitochondrial function and the capacity for aerobic exercise. 

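In the rats, Klf2 and Prkd1 have log2 fold changes of HCR over LCR of 1.00 and 1.04 in the authors' deposited table, and q-values of 0.00312 and 0.0409. In the counts, 390 tested genes rose at least as far as Klf2 and 364 as far as Prkd1. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test were 206 and 196 of these.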

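The rat genes Col1a1 and Thbs2 are higher in HCR than in LCR, with q-values of 0.00312 and 0.00312 in the authors' deposited table, and Trio is lower, with a log2 fold change of -0.80 and a q-value of 0.0176. In the counts, 250 tested genes were higher in HCR at least as far as Col1a1, 142 of them at an unadjusted p under 0.05. At least as low as Trio were 236 tested genes, 121 of them at an unadjusted p under 0.05.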

Notably, a cluster of correlated genes (*TRIO*, *COL1A1*, and *THBS2*) hinted toward a role for ECM and cytoskeleton reorganization in determining exercise capacity.

To investigate genes and networks associated with the adaptability to exercise, we used the change in muscle mitochondrial respiration after the 12-week training program as an indicator for the response to exercise. Participants were ranked according to the change in mitochondrial respiration and grouped as high and low responders (**Figure 4C** and **Supplementary Figure 3B**). By comparing the transcriptional profiles of these groups at their pre-training states, we identified four genes differentially expressed in individuals highly responsive to exercise (*DYNC1I1*, *HSPA4L*, *AC008014.1*, and *FOXO1*) (**Figure 4D**). When cross-compared to the transcriptional signature of high responder rats at their pre-training state, *FOXO1* emerges as the common factor according to this model for adaptability to exercise (**Figure 4E**). 

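In the untrained rats, Foxo1 has a log2 fold change of HRT over LRT of -0.96 and a q-value of 0.00559 in the authors' deposited table, so it is lower in high responders. It ranks 88 among the 170 transcripts lower in HRT in that authors' deposited table. In the counts, 212 tested genes were at least as low in HRT, 99 of them at an unadjusted p under 0.05, and 0 were called in edgeR's quasi-likelihood test.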

At the post-training state, the differential expression analysis of the high and low responder individuals yielded eight genes, four of which had increased transcripts (*NEU4*, *HSPA4L*, *ND2*, and *SETD9*) and the other four decreased (*PIWIL2*, *MYZAP*, *VWA7*, and *GCOM1*) (**Figure 4F**). 

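The authors' deposited table of HRTT against LRTT lists 254 distinct names, and Vwa7 is not among them. It is also not listed in the other 4 deposited tables of called genes. In the counts of the trained rats, 1187 tested genes differed by more than 1.5-fold in either direction between HRTT and LRTT, of which 380 had an unadjusted p under 0.05. Vwa7 itself could not be looked up in the counts.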

By comparing the post-training DEGs to the trained high responder rat transcriptional profile and identified Vwa7 as a shared factor (**Figure 4G**). Vwa7 is a ubiquitously expressed gene encoding a putatively secreted protein on unknown function.

## Discussion

The interplay between intrinsic and acquired exercise capacities, both of which have high inter-individual variability (7, 40), represents an obstacle to identifying the exact mechanisms connecting aerobic exercise capacity and human health. By using rat and human gene expression data associated with a specific exercise-related functional measure, we uncovered muscle transcriptional signatures underlying the inherent aerobic capacity and responsiveness to training in both species.

The transcriptional profile of HCR muscle was strongly associated with pathways that regulate vascularization and oxygen transport. These molecular signatures echo previously reported functional data from the same model showing enhanced oxygen uptake and higher capillary density in HCR muscle (11–13, 41), and both are well-known adaptations to aerobic exercise both in rodents and humans (42). In contrast, gene expression patterns in LCR muscle displayed an enriched profile for immune response-related functions. Importantly, there is an established link between physical inactivity and chronic low-grade inflammation. In fact, inactivity is linked to increased morbidity and mortality due to chronic pathologies (2, 43). Interestingly, the muscle transcriptome of LCRs associates with biological functions related to cardiovascular disease, further reflecting their poor health condition as previously documented (28, 44–48). Remarkably, the same analysis also pointed out a curious association to morbidity/mortality. Taken together, all of these suggest that the transcriptional signatures we determined are reflective of some verified functional outputs and therefore can be used to gain new insights on the mechanisms critical to aerobic exercise capacity.

Transcriptional profiles can be useful gateways to explore how particular gene programs are regulated in a concerted way. Identifying potential transcription factors and coregulators associated to the extreme capacity and response phenotypes could give us clues about the drivers of divergent mechanisms. One such example were the DNA methylases *Dnmt3a* and *Dnmt3b*, whose activity was predicted to be reduced in the HCRs (activated in LCRs). Interestingly, Dnmt3b activity has been previously shown to limit bioenergetic adaptations to exercise in muscle, by increasing promotor methylation of specific genes (49). DNA methylation has been extensively linked to transgenerational inheritance of different traits, including response to exercise (50) and could be part of a possible regulatory mechanism to transmit exercise capacity to the next generations.

Our analysis also suggested some TFs as potential mediators of the aerobic capacity and response. Spatiotemporal expression of TFs plays a critical role in muscle development, metabolism and in its adaptations to exercise (3, 4). Based on our data, one candidate regulator of exercise capacity is RP58 (also known as Zfp238), which has been identified to modulate developmental myogenesis (29). Another is ROAZ (Zfp423), which was recently implicated for its role in muscle regeneration by promoting expansion of satellite cells (30), which are important for muscle fiber repair/remodelling in response to exercise (51).

Identifying the determinants and mediators of the acquired capacity holds a great promise for customization of exercise programs based on individual trainability. The transcriptional signature for exercise response in skeletal muscle may appear less obvious compared to the intrinsic capacity signature. While there is significant evidence that the HCR phenotype is mainly driven by skeletal muscle (11, 13), other organs or systems may play a greater role in the trainability phenotype. Regular exercise requires sustaining repeated stress to the body, including cardiovascular system and non-contractile, mechanical components such as joints and tendons (42). In addition, it is widely known that central nervous system contributes to metabolic regulation and may play a role in exercise capacity and trainability as it governs motor function and behavioral components (such as motivation). Any of these, or other factors, could also be limiting for the adaptation to exercise in low responders. In fact, training activated a larger gene program in low responders than in high responders. It is tempting to speculate that in low responders there might be an inhibitory signaling network hampering training adaptations. 

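The authors' deposited tables hold 255 genes for LRTT against LRT, 174 higher and 81 lower after training, and 90 genes for HRTT against HRT, 62 higher and 28 lower. In the counts, the difference between the training effects of the lines was tested directly as the contrast of HRTT over HRT against LRTT over LRT. Of 13478 genes, 0 were called in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a lowest adjusted p of 0.642 from edgeR, and 502 had an unadjusted p under 0.05. In 1119 tested genes the change with training exceeded 1.5-fold in the low responders and in 718 in the high responders.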

Emerging evidence indicates elevated inflammatory signaling and increased metabolic dysfunction in LRTT rats (52). Interestingly, circadian regulation of gene expression stands out in pathway analysis of the response signature when compared to the capacity transcriptome. Exercise is known to synchronize to the biological clock and there is evidence that the timing of the day affects exercise performance (53). Finally, exercise intensity has been suggested to be a main driver of response in humans (54). To reduce this possibly confounding effect we used data from a human exercise intervention that includes High Intensity Interval Training (20), which indeed resulted in a VO_2_max and mitochondrial respiration improvement in almost all participants.

Identifying novel muscle-secreted factors could offer new ways to harness some of the benefits of physical activity. Based on the muscle transcriptome, the corresponding secretome profile of HCRs indicates a higher presence of factors secreted to the blood. It is tempting to speculate that HCR muscles are readily equipped to send necessary circulating factors to aid high aerobic performance such as those involved in lipid metabolism and improved circulation. Based on the muscle secretome predictions, ApoD together with Lpl and Ces1d may facilitate fatty acid uptake to the muscle. This may contribute to the previously reported efficient fuel utilization and energy metabolism in HCR muscles (55). On the other hand, the responder profile suggests an increase in secreted factors primarily to the extracellular matrix. LRTs may be signaling for ECM remodeling due to the failure of coping with the prolonged stress of exercise training. This goes in line with previous studies of networks regulated in response to exercise both in rats and in humans (52, 56). Expanding our knowledge about muscle-secreted factors regulated by the intrinsic or adaptive exercise response could pave the way for tailored exercise-based therapies.

The premise of the outbred, genetically heterogeneous rat models for exercise capacity is partly to reflect the complexity of metabolic diseases and the diversity among humans. We utilized a human dataset from Robinson et al. (20) to search for a bridge between the transcriptome profiles of aerobic capacity and trainability in rats and humans. Despite the clear inter-species differences and the small cohort, we were able to identify 8 genes whose expression correlated with intrinsic capacity in humans and shared with rat exercise capacity transcriptome. Among these, Prkd1 (PKD1) expression positively correlated with aerobic exercise capacity in humans. PKD1 is a class II HDAC kinase shown to promote slow-twitch fatigue-resistant phenotype in skeletal muscle (57). This is intriguing because inherited factors that affect aerobic exercise capacity could involve epigenetic modifications. In fact, accumulating evidence suggests that epigenetic marks can mediate transmission of exercise and diet effects to the next generation (50). Comparison of response signatures pointed out *Foxo1* as a common factor in both rats and humans. Foxo1 is a transcription factor known to be induced in settings of skeletal muscle atrophy promoting autophagy and ubiquitin-proteosome system (32). Regarding the exercise response, increased Foxo1 levels in low responders may indicate an elevated protein degradation to clear the damaged proteins as a result of prolonged training stress.

This study provides a foundation for elucidating the molecular map for exercise capacity and response. Among the different transcriptional signatures linked to the exercise performance-related measures we analyzed, angiogenesis and oxygen delivery emerge as main drivers of intrinsic capacity. Conversely, pro-inflammatory signaling is linked to lower adaptation to training. A better understanding of the underlying mechanisms could ultimately pave the way for personalized training programs that optimize health outcomes based on individual needs.

## Limitations

In this study, we utilized unique rodent models for exercise capacity to identify sets of genes/transcripts that contribute to intrinsic and adaptive components of exercise capacity. Of note, the breeding strategy used to generate these rat models, may lead to the fixation of gain- or loss-of-function genetic mutations, which we did not investigate. During the analysis, we noted a high degree of variability which can be explained with the out-bred nature of these models. Further studies with larger cohorts or targeted approaches could investigate the potential links highlighted in this study and shed light into the underlying mechanisms. Our exploratory approach comparing human and rodent data-sets does not indicate causality and serves as a clue for further evaluation. Lastly, body weight can influence aerobic running capacity and also plays a substantial role in the emergence of metabolic and cardiovascular diseases. Many generations of selective breeding for aerobic capacity led to a significant correlation with body weight in the HCR and LCR lines. However, the body weight increase in LCR and decrease in HCR did not further diverge after generation 13 and was reported to be stabilized at 0.7–0.8 fold by generation 28 (9). Furthermore, taking body weight and generation as predictors of aerobic capacity in multiple regression analysis, Wisloff et al. (28) revealed that even though body weight accounts for some variation in the running distance (7% for females, 14–20% for males), the majority of the variation is due to other factors.

## Data Availability Statement

RNAseq datasets generated for this study can be found in NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE155230. Robinson et al. RNAseq datasets can be accessed in GEO with GSE97084 accession number. The rat models for low and high intrinsic exercise capacity and low and high exercise response to training are maintained as an international resource with support from the Department of Physiology & Pharmacology, The University of Toledo College of Medicine, Toledo, OH. Contact LK () or SB () for information on the rat models.

## Ethics Statement

The studies involving human participants were reviewed and approved by Mayo Clinic Institutional Review Board and registered under Clinical Trials #NCT01477164 and # NCT01738568 (clinicaltrials.gov). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by University Committee of Use and Care of Animals at the University of Michigan.

## Author Contributions

JLR, PRJ, and YK designed the study. LGK, SLB, HW, KSN, MMR, and JLR provided the resources. IC, JZ, PRJ, and YK performed the data analysis. YK and JLR wrote the initial draft of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Swedish Research Council (2016-00785) and Novo Nordisk Foundation (NNF19OC0054132) to JR., the Wenner-Gren Foundations (Sweden) (UPD2017-0175), FAPESP (Brazil) (14/26797-5) to PJ, The Swedish Society for Medical Research to IC, the National Center for Advancing Translational Sciences (UL1TR000135) to KSN, and the National Institutes of Health (USA) (T32DK7352 to MR and R01AG09531 to KSN and P40ODO21331 to LK and SB).

## Conflict of Interest

JR is a consultant for Bayer AG.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Comparative Analysis of Skeletal Muscle Transcriptional Signatures Associated With Aerobic Exercise Capacity or Response to Training in Humans and Rats
**Source:** Front Endocrinol (Lausanne). 2020 Oct 26;11:591476. doi: 10.3389/fendo.2020.591476
**Supplement:** Supplementary file 1

**A**

|                            | LCR (n=3)    | HCR (n=3)     |
|----------------------------|--------------|---------------|
| Body weight (g)*           | 342,9 ± 4,58 | 211,44 ± 9,27 |
| Time to exhasution (min)** | 11,5 ± 0,142 | 83,31 ± 1,124 |
| Distance (m)**             | 141,5 ± 2,28 | 2527 ± 57,54  |
| Total work (J)**           | 123,1 ± 1,11 | 1358 ± 83,45  |
| Best speed**               | 15 ± 0       | 51 ± 0,58     |

\*p < 0,0002, \*\*p<0,0001

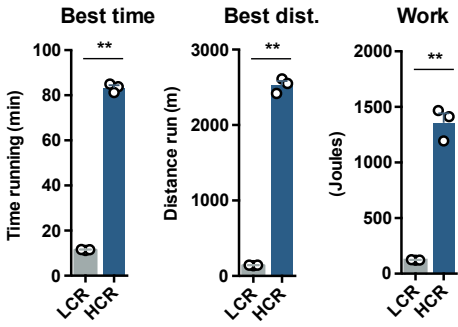

**B**

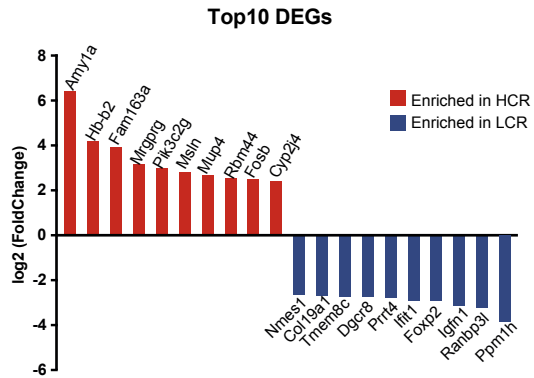

**C**

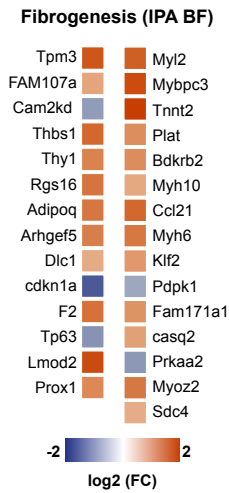

**Supplementary Figure 1**

(A) Maximal capacity treadmill running performance of generation 33 HCR and LCR groups (males, n=3, unpaired t-test with two-tailed p-value, 99% CI) (B) Top 10 differentially expressed genes for HCR and LCR groups. (C) Heatmap of differentially expressed genes that belong to Fibrogenesis biological function of IPA (Fold change p adjusted < 0.05).

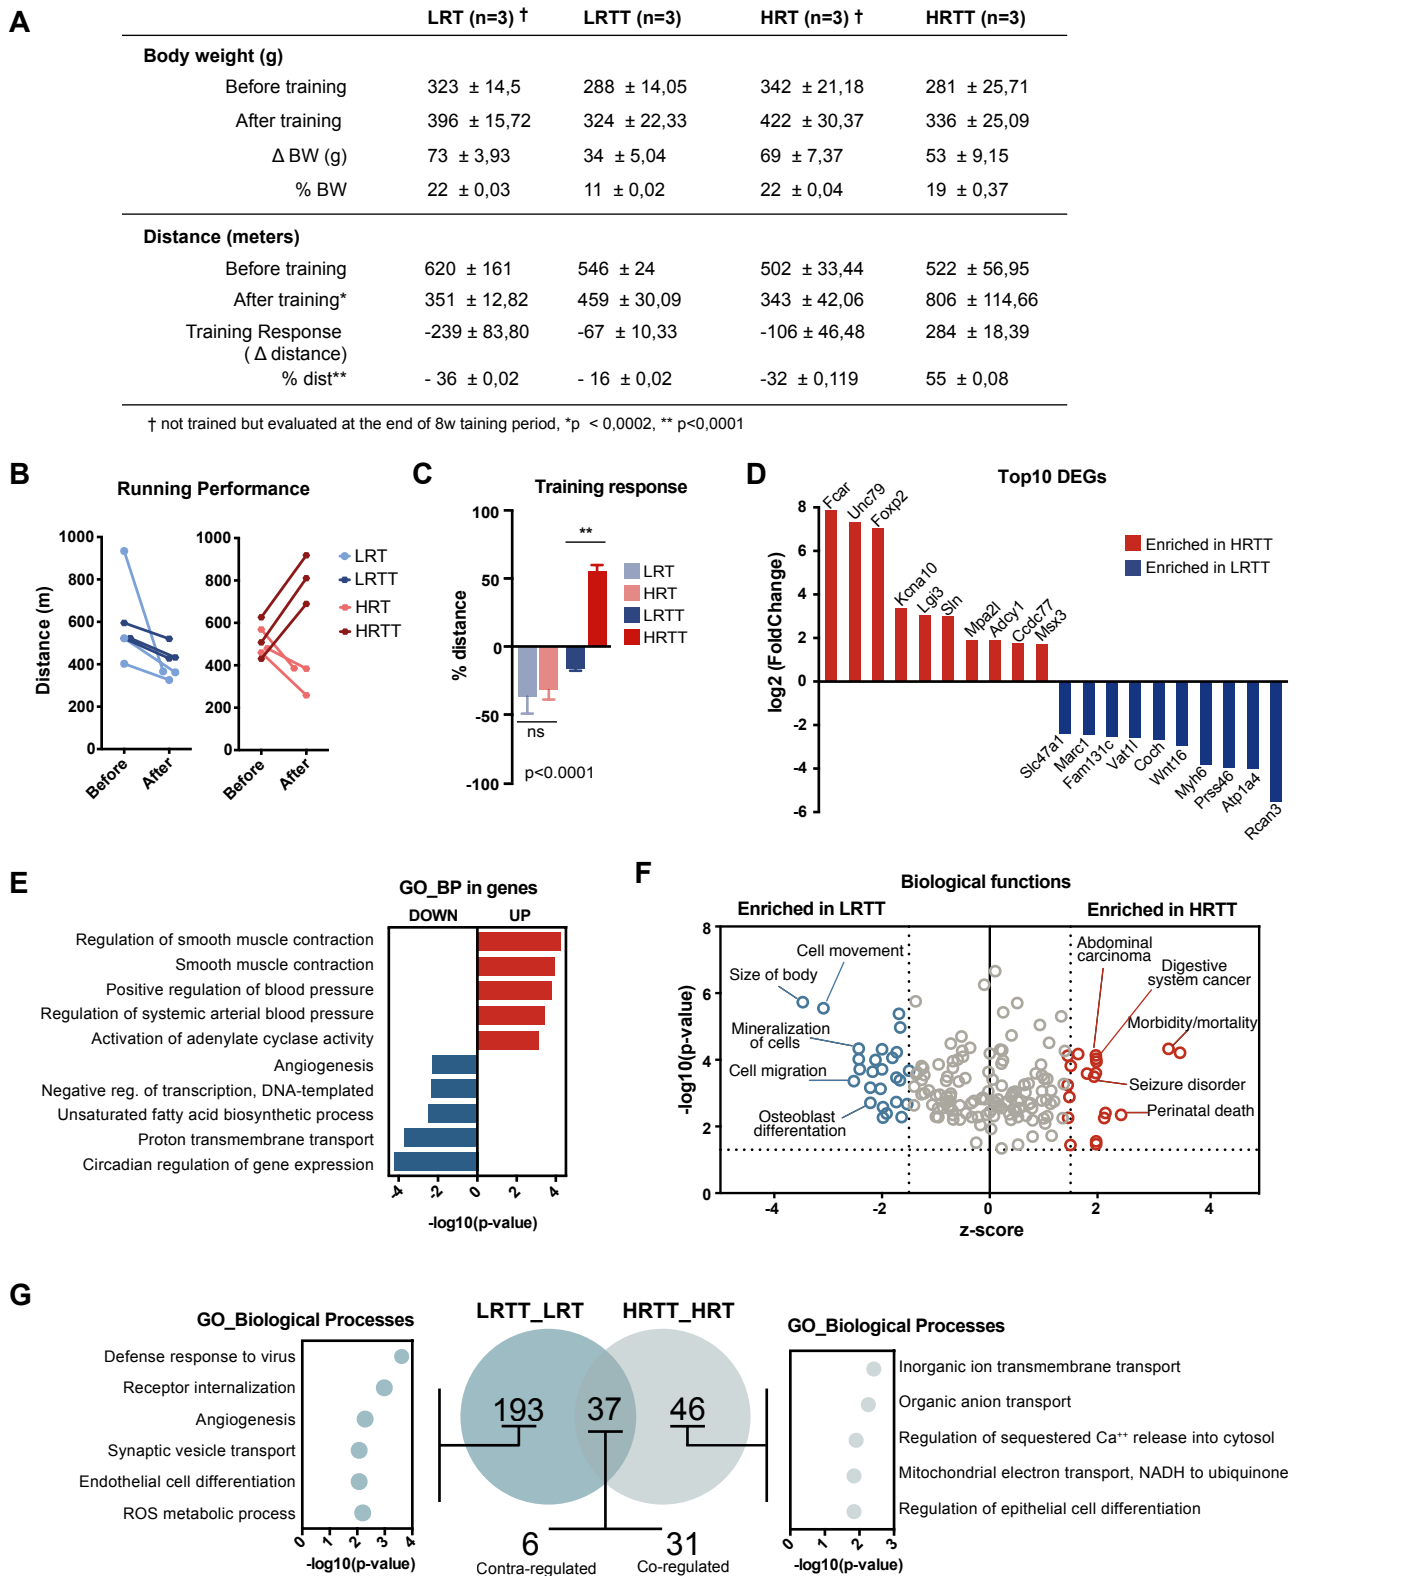

**Supplementary Figure 2**

(A) Physiological data of the of generation 15 responder lines (B) Maximal capacity treadmill running performance before and after the 8 week training period. (C) Training response plotted as per cent improvement of distance (DIST2-DIST1) and as data ± the standard error of mean (SEM), (males, n=3), ordinary two-way ANOVA with Bonferroni's multiple comparison test (99% CI). (B) Top 10 differentially expressed genes for HRTT and LRTT groups, q < 0,05 (C) PANTHER GO\_Slim Biological Processes enriched in the response to training transcriptome. (D) IPA biological functions with the exercise response transcriptome (input FDR<0.05, z-score cut-off 1.5 on each side of the axis, only data with p<0.05 plotted). (E) Venn diagram comparison of low response and high response transcriptional profiles. Panther gene ontology analysis for biological processes for unique gene signatures. GO terms for biological processes (p<0.05, two-tailed) Bonferroni's correction for multiple comparison) were sorted for the lowest p-value, and top 5 were plotted.

**Supplementary Table 1** | Mitochondrial respiration measurements from human participants pre- and post-training.

**Supplementary Table 2** | Pearson correlation output for mitochondrial respiration and gene expression in the skeletal muscle of untrained human participants and corresponding gene expression levels of overlapping genes in the skeletal muscle of HCR and LCR rats.

| High vs low aerobic capacity human subjects |             |                      |         | HCRvsLCR rats |           |          |         | Same direction? |
|---------------------------------------------|-------------|----------------------|---------|---------------|-----------|----------|---------|-----------------|
| ENSEMBL ID                                  | Gene symbol | Correlation Estimate | p_value | Gene          | log2_FC   | p_value  | q_value |                 |
| ENSG00000132781                             | MUTYH       | 0,4801               | 0,0097  | mutyh         | 1,64671   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000149043                             | SYT8        | 0,4592               | 0,0140  | syt8          | 1,89491   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000127528                             | KLF2        | 0,4332               | 0,0213  | klf2          | 1,00426   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000184304                             | PRKD1       | 0,4308               | 0,0221  | prkd1         | 1,04143   | 0,0012   | 0,0409  | Yes             |
| ENSG00000184220                             | CMSS1       | 0,4126               | 0,0291  | cmss1         | 1,20486   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000108821                             | COL1A1      | 0,3794               | 0,0465  | col1a1        | 1,21298   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000186340                             | THBS2       | 0,3783               | 0,0472  | thbs2         | 1,10797   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000038382                             | TRIO        | -0,4107              | 0,0299  | trio          | -0,796355 | 4,00E-04 | 0,0176  | Yes             |
| ENSG00000170271                             | FAXDC2      | -0,4272              | 0,0234  | faxdc2        | -0,771248 | 0,0012   | 0,0409  | Yes             |
| ENSG00000079215                             | SLC1A3      | -0,4603              | 0,0137  | slc1a3        | 1,36407   | 0,00085  | 0,0313  | No              |
| ENSG00000175445                             | LPL         | -0,3983              | 0,0358  | lpl           | 1,06226   | 5,00E-04 | 0,0211  | No              |
| ENSG00000188729                             | OSTN        | 0,3950               | 0,0375  | ostn          | -2,54712  | 5,00E-05 | 0,0031  | No              |
| ENSG00000205678                             | TECRL       | -0,3895              | 0,0405  | tecrl         | 1,99759   | 5,00E-05 | 0,0031  | No              |
| ENSG00000249992                             | TMEM158     | 0,3775               | 0,0476  | tmem158       | -1,5158   | 5,00E-05 | 0,0031  | No              |
| ENSG00000172869                             | DMXL1       | 0,3772               | 0,0479  | dmxl1         | -0,769033 | 6,00E-04 | 0,0244  | No              |
| ENSG00000138622                             | HCN4*       | 0,3942               | 0,0379  | hcn4          | 1,60971   | 5,00E-05 | 0,0031  | Yes             |
| ENSG00000130300                             | PLVAP†      | 0,3740               | 0,0499  | plvap         | 0,942577  | 2,00E-04 | 0,0101  | Yes             |

\*did not follow normal distribution

† p=0.05

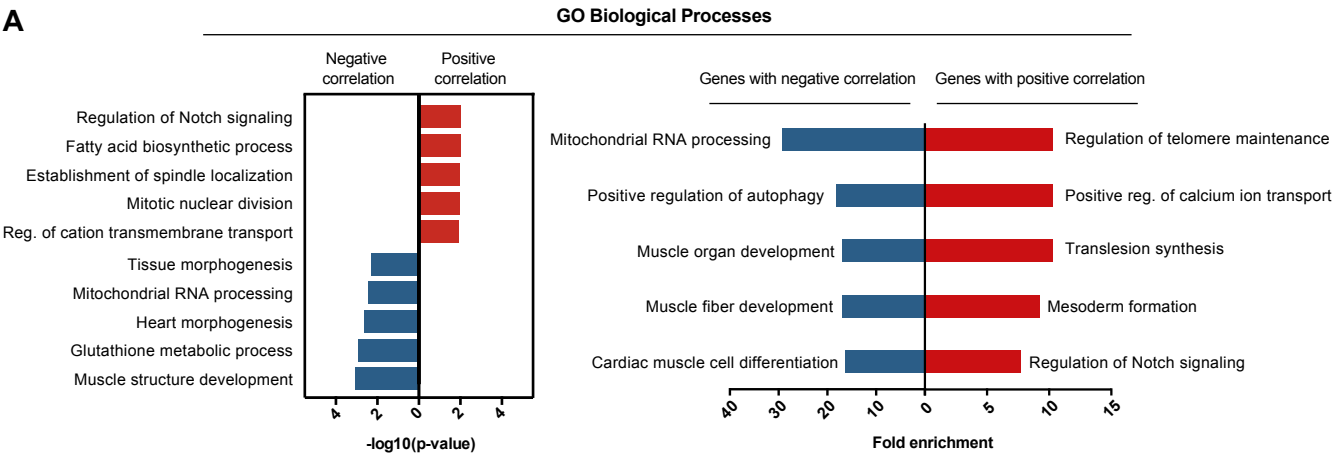

**B**

| ID | Age   | Exercise  | Sex | Mitochondrial respiration <sup>†</sup> |               | % difference | Group         |
|----|-------|-----------|-----|----------------------------------------|---------------|--------------|---------------|
|    |       |           |     | Pre-training                           | Post-training |              |               |
| 11 | Young | Endurance | F   | 432                                    | 806           | 86.7         | Responder     |
| 17 | Young | Endurance | M   | 495                                    | 833           | 68.2         | Responder     |
| 18 | Young | Endurance | F   | 604                                    | 617           | -2.17        | Low responder |
| 21 | Young | Combined  | F   | 538                                    | 416           | -22.7        | Low responder |
| 27 | Young | Combined  | M   | 567                                    | 1115          | 96.6         | Responder     |
| 31 | Young | Combined  | M   | 495                                    | 520           | 4.92         | Low responder |
| 35 | Young | Endurance | F   | 475                                    | 356           | -25.1        | Low responder |
| 6  | Young | Endurance | F   | 340                                    | 678           | 99.4         | Responder     |

<sup>†</sup> pmol O<sub>2</sub>/s/μg tissue

**Supplementary Figure 3**

(A) PANTHER GO Slim biological processes enriched in the genes correlated with mitochondrial respiration humans. Statistically significant GO terms enriched in positively correlated genes (red) and in negatively correlated genes (blue) were sorted for the lowest p-value and most fold enrichment. Top five terms for both conditions were plotted. Hierarchically connected, largely redundant GO terms are represented by the smallest set. (Fold enrichment > 5, p<0.05, Bonferroni correction for multiple comparison). (B) Participants ranked according to the change in mitochondrial respiration and grouped as high and low responders for further gene expression analysis.

How the deposited data were processed for this re-analysis (not part of the article)

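Skeletal muscle transcriptomes were measured by RNA-seq of gastrocnemius muscle in 18 male rats, 3 in each of 6 groups. HCR and LCR rats of generation 33 were bred for high and low running capacity and were not trained. HRT and LRT rats of generation 15 were bred for high and low response to training and were not trained, and HRTT and LRTT rats of the same lines were trained for 8 weeks. Groups and replicates were taken from the labels of the samples and from the paper. The human data of the paper were not analysed here.

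The authors deposited 2 tables of raw counts, 1 for the 6 HCR and LCR libraries and 1 for the 12 other libraries, each with 32882 Ensembl genes. The file headers name featureCounts 1.6.4, the Ensembl release 91 annotation of Rnor_6.0, a strand setting of 0, which means that strand was ignored, and assignment of a read to every gene it overlapped. Genes that overlap, also on opposite strands, can therefore share counts. The methods name Tophat2 for alignment, while the alignments named in the headers carry names of the form that STAR gives its output. The counts were deposited without normalization and without a filter on genes, and replicates were not pooled.

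The authors also deposited 5 tables of the genes they called in HCR against LCR, HRT against LRT, HRTT against LRTT, LRTT against LRT and HRTT against HRT. Each gives an expression level per group, a log2 fold change, a p-value and a q-value that the authors obtained with Cuffdiff after Tophat2 and Cufflinks, with replicates pooled into 1 value per group. The unit of the level is not named in these files. The tables name genes by symbol, with 853 distinct names. Of these, 779 were found among the gene names of the reference annotation provided, but 0 of the 32882 identifiers of the count tables were found in it, and 1 of the 853 names is itself an identifier of the count tables. Identifiers and symbols were not paired by any other means.

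Depth was taken as the total count per library, which ranged from 31869042 to 42172690 in the HCR and LCR libraries and from 25084058 to 41446415 in the other 12. A gene at 3 counts or fewer in a library was treated as at the floor. Replicates of a group were compared before they were averaged, and the 18 pairs of replicates differed by a chi-square per gene of 16.6 to 281, so that none was counted as 1 library deposited 2 times.

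Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept by filterByExpr with its default count minimum of 10, libraries were scaled by the TMM method, and edgeR's quasi-likelihood test was fitted with robust dispersion estimates. HCR and LCR were fitted alone. The other 12 libraries were fitted together with a term per group, and HRTT against LRTT, HRT against LRT, LRTT against LRT, HRTT against HRT and the difference of the 2 training effects were contrasts of that fit. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change above 1.5, as in the paper. Overlaps of called genes were tested with Fisher's exact test. Clustering was measured on log2 CPM (prior count 2) of the 500 most variable genes, as the mean Euclidean distance between groups minus that within groups, with an exact permutation test over the 10 splits of 6 libraries. The test was tried on simulated data, drawn with the means, library sizes and dispersions of the actual libraries. Each gene was drawn independently of the others, which the genes of the actual libraries need not be. With 200 genes changed, it called 142 of them and 13 others in the HCR and LCR design, and 155 and 9 in the design of 12 libraries. By log2 fold changes of 1, 2 and 4, it called 15 of 55, 67 of 83 and 60 of 62 in the first design, and 32 of 66, 55 of 64 and 68 of 70 in the second.

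Before the data were examined, these alternatives were set: DESeq2's size factors in edgeR (RLE), DESeq2's Wald test, no filter on low counts beyond 1 count, at least 10 counts in every library, the replicate number as a block, no fold change threshold, a test against a fold change of 1.5 (glmTreat), an adjusted p under 0.10, only the 2 groups of a comparison in the fit, and each library left out in turn. For the clustering they were the 100 most variable genes, all genes kept, DESeq2's variance stabilizing transformation, RLE, the block and each library left out. Added after seeing the data were 2 likelihood ratio tests that ignore the spread of the single gene, with a dispersion shared by genes of equal abundance or with 1 dispersion for all genes, the number in the column heading as a covariate, the block with only HRTT and HRT in the fit, and a comparison of the lines over the 12 libraries.

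Whether equal replicate numbers pair the rats was checked by the correlation, across genes, of the deviations of same-numbered rats from the means of their groups. It was 0.475, 0.260 and 0.383 for replicates 1, 2 and 3 of HRTT and HRT, above 0.1 in 3 of 3, so these numbers were counted as pairing the libraries of HRTT and HRT. The paper and the labels do not name a shared litter, batch or day, and the paper describes the untrained rats as a separate group. The 3 correlations are not independent, because the deviations of 3 rats from their mean sum to 0. On the first principal component of the 12 libraries, replicate 1 alone had a negative score in HRT (-17.5) and in HRTT (-28.7). Such a coincidence can make the correlations positive, so they do not establish that the rats were paired.

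The genes to be named were fixed before the data were examined. They are the genes the paper names for the rat muscle data and, for each comparison, up to 3 called genes per direction with the largest change among those whose groups do not overlap. Because identifiers and symbols could not be paired, at most 2 identifiers that rose are printed, and ENSRNOG00000042516 is printed as the identifier that a table of the authors lists. The genes the paper names are reported from the authors' tables, beside the number of tested genes in the counts that changed as far. That number does not test the named gene. The value of 1 of the genes the paper names is not reported here. For the same reason, the planned tests of gene lists in the counts were not run. The 13 lists were written before the data were examined and after the paper had been read, and 10 of them hold genes that the paper names from these libraries. They are those of slow and fast muscle contraction, angiogenesis, interferon-induced genes, inflammation, the circadian clock, the extracellular matrix, oxidative phosphorylation, immediate early genes, adipocytes, erythrocytes, tendon and smooth muscle, and they were compared by name with the authors' tables.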

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

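All 4 tests of this part were chosen after the values of the gene had been seen.

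ENSRNOG00000021555, which the paper does not report under an identifier, was nearly absent in the 3 low groups, which come from 2 lines (LCR, and LRT with LRTT). It had 56 to 159 counts in each of the 9 libraries of HCR, HRT and HRTT rats and 1 to 6 counts in each of the 9 libraries of LCR, LRT and LRTT rats, and the lowest CPM of the high lines was 11.5 times the highest CPM of the low lines. It was the one gene called in 3 comparisons, HCR against LCR, HRT against LRT and HRTT against LRTT. The ratio of 11.5 argues against library size, because the lines do not overlap in CPM, which is scaled to the library total times its TMM factor. The number in the column heading is argued against by HRT and LRTT, whose libraries all carry the number 2. Their log2 fold change was 5.39 (standard error 0.43, adjusted p = 0.000458 from edgeR's quasi-likelihood test). Training is argued against by the log2 fold change of -0.31 between HRTT and HRT (adjusted p = 1.00 from edgeR's quasi-likelihood test), beside 5.57 between HRT and LRT. What stays open is whether the low lines transcribe the gene less, or carry a variant against the reference, or whether a near-identical copy takes up its reads. These cannot be told apart from counts, because they need the reads, and the highest count of 6 in a low-line library fits each of them. Low and high lines were bred apart on 2 different traits, and a difference in the founders or in selection was not tested. The adjusted p of HCR against LCR, 0.0460 in edgeR's quasi-likelihood test, lies close to the threshold and ranged from 0.0602 to 0.249 when each rat was left out in turn, while those of HRT against LRT and HRTT against LRTT stayed under 0.05 in 12 of 12 such fits each.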

How the results depend on the processing

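The numbers of called genes were 4 for HCR against LCR, 1 for HRTT against LRTT, 1 for HRT against LRT, and 0 for LRTT against LRT, HRTT against HRT and the difference of the training effects, beside 565, 335 and 502 genes at an unadjusted p under 0.05 in the last 3. With RLE size factors and without a fold change threshold, these 6 numbers were unchanged and the called genes were the same. Where a number moved, the cause was not tested unless it is given.

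DESeq2's Wald test called 78 genes (47 higher, 31 lower) in HCR against LCR, 33 (19 and 14) in HRTT against LRTT, 20 (9 and 11) in HRT against LRT, 8 (4 and 4) in LRTT against LRT, 2 (1 and 1) in HRTT against HRT and 3 (0 and 3) for the difference of the training effects, and it kept the genes called by edgeR's quasi-likelihood test. In simulated counts, DESeq2 called 168 of 200 changed genes and 49 unchanged ones in the HCR and LCR design, where the quasi-likelihood test called 142 and 13. Without a filter on low counts, 17 genes (14 and 3) were called in HCR against LCR and 2 in HRTT against LRTT. With at least 10 counts required in every library, 0 were called in HCR against LCR, 0 in HRTT against LRTT and 0 in HRT against LRT, and 0 were shared by capacity and response. This filter removes ENSRNOG00000054174 and ENSRNOG00000021555, which have 1 to 6 counts in LCR libraries, so the depth limits what can be said of their level there. The glmTreat test left 1 gene in HCR against LCR and 0 shared genes. At an adjusted p under 0.10 there were 7 genes in HCR against LCR and 2 in HRTT against LRTT. With only the 2 groups in the fit there were 6 genes in HRTT against LRTT, 5 in HRT against LRT and 1 in LRTT against LRT.

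With each rat left out in turn, the number of called genes ranged from 0 (without LCR replicate 2 or LCR replicate 3) to 10 (without HCR replicate 3) in HCR against LCR, from 1 to 5 (without LRT replicate 1 or LRTT replicate 3) in HRTT against LRTT, from 1 to 4 (without LRT replicate 1 or LRT replicate 2) in HRT against LRT, from 0 to 3 (without LRTT replicate 3) in LRTT against LRT, from 0 to 1 (without HRTT replicate 1) in HRTT against HRT and from 0 to 1 (without HRTT replicate 1) for the difference of the training effects. Genes shared by capacity and response ranged from 0 (without any 1 of the HCR or LCR replicates) to 2 (without LRTT replicate 3), and genes shared by the training effects of both lines stayed at 0 in 12 of 12 fits.

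Replicate numbers were used as a block in a further fit. Of 15 pairs of same-numbered rats in the 5 comparisons, 8 had deviations correlated above 0.1, and the correlations ranged from -0.289 to 0.475. Outside HRTT and HRT the rats share only a number, and within HRTT and HRT no other link is known. The replicate block left 0 genes called in HCR against LCR and 0 shared by capacity and response, and it changed no other number of called genes. Within HRTT and HRT, where the numbers were counted as pairing the libraries, the block gave 0 called genes in the fit of 12 libraries. In a fit of HRTT and HRT alone, chosen after seeing the data, the replicate block gave 1 called gene.

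The clustering of HCR and LCR kept its direction, with a difference of 2.69 to 5.00 over the other settings without the replicate block. It was 2.03 to 11.0 when single rats were left out, at an exact permutation p of 0.1 to 0.3. The replicate block gave 11.3, which decides nothing, because removing the means of same-numbered rats makes each pair mirror images by construction. The difference of LRTT and HRTT, -0.0904, changed sign to 0.630 over all genes kept and to 8.10 with the replicate block, where removing the means of same-numbered rats makes each pair mirror images by construction. It ranged from -6.37 (without HRTT replicate 2) to 7.67 (without LRTT replicate 3) when single rats were left out, and was 4.87 without HRTT replicate 1. With the 100 most variable genes it was -1.30.

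Chosen after seeing the data, a dispersion shared by genes of equal abundance gave 283, 204, 120, 236, 71 and 63 called genes in the order of the 6 results above, with 55 shared by capacity and response and 43 by the training effects. One dispersion for all genes gave 353, 234, 138, 266, 79 and 78, with 61 and 46 shared. Both tests leave the spread of the single gene between replicates out of account. In simulated counts of the HCR and LCR design they called 169 and 172 of 200 changed genes, with 88 and 114 unchanged ones. In the design of 12 libraries, tested for HRTT against LRTT, they called 165 and 166 of 200 changed genes, with 124 and 165 unchanged ones. The number in the column heading as a covariate, also chosen after seeing the data, left 0 called genes in HCR against LCR. For the comparison of the lines over 12 libraries, which called 13 genes, DESeq2's Wald test called 77, and leaving out single libraries gave from 4 (without HRT replicate 3 or LRT replicate 3) to 15 (without HRT replicate 1).

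For ENSRNOG00000054174 in HCR against LCR, the adjusted p from edgeR rose to 0.111 with the replicate block and to 0.0501 with the heading number as a covariate, while the log2 fold change stayed between 5.90 and 5.98 over 7 settings. For ENSRNOG00000021555 in HCR against LCR these adjusted p from edgeR were 0.135 and 0.0529, with log2 fold changes between 4.59 and 4.68.

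Tests of gene lists (camera, with fry and an estimated correlation as alternatives) had been set before the data were examined and were not run, nor were their alternatives, because the count tables list identifiers and the lists hold symbols.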

Differences from the paper's values

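The values below count called genes in the deposited counts by edgeR's quasi-likelihood test, beside the paper's values, which come from Cuffdiff. For HCR against LCR the count was 4 genes against the paper's 434, with 4 higher in HCR against the paper's 257 and 0 higher in LCR against the paper's 177. For HRTT against LRTT it was 1 gene against the paper's 255, with 1 higher in HRTT against the paper's 68 and 0 higher in LRTT against the paper's 187. Shared by the 2 comparisons was 1 gene against the paper's 63, with 3 genes of HCR against LCR alone against the paper's 333 and 0 of HRTT against LRTT alone against the paper's 163. Of the shared genes, 1 changed in the same direction against about 16 in Fig. 2F, read by eye, and 0 in opposite directions against about 47 in Fig. 2F, read by eye. For training, 0 genes were called in low responders alone against the paper's 193, 0 in both lines against about 37 in Supplementary Figure 2G, read by eye, and 0 in high responders alone against about 46 in Supplementary Figure 2G, read by eye. None of the alternatives set before the data were examined closed any of these gaps. The highest counts among them came from DESeq2's Wald test, with 78 genes (47 and 31) for HCR against LCR and 33 genes (19 and 14) for HRTT against LRTT, 74 and 31 of them outside the overlap, and 8 and 2 genes for training in low and high responders alone. The overlap was at most 2 genes, 2 of them in the same direction, without LRTT replicate 3.

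A likelihood ratio test that ignores the spread of the single gene, chosen after seeing the values, came closest to the paper. With 1 dispersion for all genes, chosen after seeing the values, 353 genes (259 and 94) were called for HCR against LCR and 234 (61 and 173) for HRTT against LRTT, with 61 shared (18 in the same direction and 43 opposite), 274 and 144 unshared, and 220, 46 (40 in the same direction and 6 opposite) and 33 genes for training in low responders alone, both lines and high responders alone. With a dispersion shared by genes of equal abundance, also chosen after seeing the values, the numbers were 283 (196 and 87) and 204 (49 and 155), with 55 shared (14 in the same direction and 41 opposite), 213 and 134 unshared, and 193, 43 (36 in the same direction and 7 opposite) and 28 for training. Of these values, those for LCR under both settings, and 283, 213 and 28, are further than 1.5 times from the paper's.

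The paper states that HRTT and LRTT transcriptomes clustered separately. In the counts, the distance between the groups was no larger than that within them (difference -0.0904, exact permutation p = 0.4). This difference ranged from -6.37 to 7.67 when single rats were left out. On the second principal component, with 12.9% of the variance, the scores of HRTT and LRTT did not overlap, while on the first they did. The paper shows Hb-b2 among the top transcripts of HCR, draws Lmod2 as raised in its fibrogenesis heatmap and names Vwa7 as a factor shared with trained high responder rats, and none of these 3 names is in the authors' deposited table of the comparison. By name, the authors' deposited tables give 71 shared transcripts of capacity and response, 362 of capacity alone and 183 of response alone. They give 40 genes of training in both lines, 215 in low responders alone and 50 in high responders alone. For Supplementary Table 2, 17 of its gene names are in the authors' deposited table of HCR against LCR.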

Other observations

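Of the 36 tests weighed here and above, 7 were chosen only after the result was seen, 4 of them on ENSRNOG00000021555, 2 on the heading number in the comparison of the lines and 1 on the heading number in the first principal component. A further 10 test a dispersion shared by genes or the comparison of the lines, which were themselves chosen after seeing the data, and were set before their own values were seen. Recomputations of that component, which are not among the 36, were also chosen after its correlations with library measures had been seen.

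Other splits of the same rats were fitted in the same way. Each comparison of 3 rats with 3 has 10 splits, so that no share under 0.1 can be reached. As many called genes as in the actual split were found in 1 of the 10 splits for HCR against LCR, 1 for HRTT against LRTT and 2 for HRT against LRT. For LRTT against LRT and HRTT against HRT, with 0 called genes in the actual split beside 565 and 335 at an unadjusted p under 0.05, the number is 10 of 10 whatever the other splits give, which decides nothing. As many genes at an unadjusted p under 0.05 were found in 4, 5, 1, 7 and 8 of the 10 splits for HCR against LCR, HRTT against LRTT, HRT against LRT, LRTT against LRT and HRTT against HRT. Other splits of HRTT and LRTT reached 1880 such genes against 776 in the actual split, and other splits of HCR and LCR reached 1124 against 861. With a dispersion shared by genes of equal abundance, as many called genes were found in 2, 5, 5, 5 and 8 of the 10 splits, in the same order, and other splits gave up to 327 called genes in HCR and LCR (283 in the actual split) and up to 699 in HRTT and LRTT (204). For HRTT and HRT, whose replicate numbers were counted as pairing the libraries, 4 splits part all 3 pairs, and 2 of the 4, the actual split included, gave as many genes at an unadjusted p under 0.05. For the difference of the training effects, 54 of 100 drawn regroupings of the 12 rats gave as many genes at an unadjusted p under 0.05 as the 502 of the actual groups. With 0 called genes in the actual groups, 100 of 100 regroupings give as many by necessity, which decides nothing, so 3 of the 36 tests are void.

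The overlap of called genes was also compared with other splits, under the shared dispersion. Capacity and response shared 55 genes, and 24 of the 100 pairs of splits of the 2 sets of rats shared as many, with a median of 28 and a maximum of 203 among the other pairs. The training effects of the low and high responders shared 43 genes, and 50 of 100 pairs of splits shared as many. In all 99 other pairs of both families, Fisher's exact test of the overlap had a p under 0.05, so under this dispersion an overlap beyond that expected of independent genes arises between groups drawn at random. For the correlation of log2 fold changes across genes, 48 of 100 pairs were as far from 0 for capacity and response and 58 of 100 for the training effects.

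A hypothesis on these overlaps is that some genes vary between any rats and are called whenever the spread of the single gene is left out. Of the genes called in HCR against LCR only with the shared dispersion, 264 had a value in the count table of the 12 other rats, and 92.4% of these lay above the shared dispersion there, against 18.8% of the other genes (Fisher's exact test, p = 1.33e-145 across genes, which are not independent). For HRTT against LRTT, 85.1% of 188 such genes lay above the shared dispersion in the HCR and LCR libraries, against 25.8% (Fisher's exact test, p = 3.82e-64). The 2 tables share no rat, so these genes also varied more than most in other rats. Genes called only with the shared dispersion were, however, in effect chosen for a large spread of their own. No set of equally variable genes that were not called was compared. The test therefore cannot tell the hypothesis from real differences between groups in variable genes. Which property of the rats or of the dissection makes these genes vary was not tested.

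In the 12 libraries of the training experiment, the largest axis of variation did not follow the groups. The first principal component held 50.7% of the variance, of which 14.1% lay between the 4 groups (exact permutation p = 0.691 over 369600 groupings). In HCR and LCR, 41.6% of the first component lay between the groups (exact permutation p = 0.2, where 0.1 is the lowest that 3 rats against 3 can give), so whether it follows the groups there stays open. Scores in the 12 libraries were -17.5 in HRT replicate 1, -28.7 in HRTT replicate 1, -21.1 in LRT replicate 2, -40.6 in LRTT replicate 1 and -18.9 in LRTT replicate 2, and lay between 14.9 and 24.4 in the 7 others. The heading number is argued against by 3.97% of the variance of the 12 scores lying between the numbers (exact permutation p = 0.833). Library size and a few genes taking most of the counts stay open as explanations, because 6 and 12 libraries are few for the 4 relations of the scores with library measures, of which 0 passed an adjusted p of 0.05 and 0 an unadjusted p of 0.05. With total counts, Pearson's r was -0.567 (exact permutation p = 0.233) and Spearman's rho -0.371 (exact permutation p = 0.497) in 6 libraries, and r was 0.411 (permutation p = 0.187) and rho 0.280 (permutation p = 0.380) in 12, with -0.695 and 0.293 for r without the 2 farthest libraries and 0.428 as the lowest Benjamini-Hochberg adjusted p. With the share of the 10 highest genes, r was 0.202 (exact permutation p = 0.678) and rho -0.0286 (exact permutation p = 1) in 6 libraries, and r was 0.314 (permutation p = 0.321) and rho 0.343 (permutation p = 0.276) in 12, with 0.966 and 0.274 for r without the 2 farthest libraries. Every library was thinned to the smallest total, or the 10 highest genes of every library were left out. The scores stayed correlated with the original ones at 1.00 in both tables. This decides nothing, because values scaled to the library total and its TMM factor respond little to either change. The weights of the component in the 2 tables correlated across 13020 genes with r = 0.625, beyond all 1000 random directions (median size 0.294, largest 0.613), and the correlation of the weights within groups was 0.660. A candidate explanation is a source of variation common to both sets of rats, such as the part of the muscle sampled or its composition. The value of 0.625 goes with a common source and does not say which, and no composition was tested because identifiers could not be paired with symbols.

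Over the 12 libraries together, the comparison of high with low responder lines, trained or not, called 13 genes (7 higher and 6 lower in the high line) of 13478, with 1428 at an unadjusted p under 0.05 where 674 are expected. The training term called 0 genes, with 425 at an unadjusted p under 0.05. The comparison was chosen after seeing the data. Of 100 splits drawn from the 462 splits into 6 and 6, 1, the actual one, gave as many called genes, and the others gave at most 6. If the 12 libraries are independent, this argues against such a number arising from any division of the rats. The replicate numbers of HRTT and HRT were counted as pairing libraries, and neither this fit nor the splits kept such pairs. The number of called genes ranged from 4 without HRT replicate 3 or LRT replicate 3 to 15 without HRT replicate 1. In 12 of the 13 genes the 6 high-line libraries and the 6 low-line libraries did not overlap. The heading number is argued against for 7 of the 13 genes, which were called with it as a covariate, with the same sign in 7 of 7, among 14 called genes in that fit. Of the 7 genes, 2 are higher and 5 lower in the high line, so that 5 of the 7 higher genes are no longer called. All 14 called genes of that fit divide into 2 higher and 12 lower, and its contrast of heading number 3 with 1 called 7 genes. For the other 6 genes the heading number and the line cannot be told apart, because the covariate also uses up libraries that separate the lines. Of the 13 genes, 12 were tested in HCR against LCR, and 6 changed in the same direction there. Variants between the lines that change how reads align were not tested, and a difference in expression between the bred lines stays open.

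In the authors' tables of called genes, lists of genes by name were counted, without a test. Of 15 adipocyte genes, 5 of 5 listed were higher in HCR, 4 of 4 were lower in HRT than in LRT, 1 of 1 was lower in HRTT than in LRTT, and 5 of 6 were lower in LRTT than in LRT, with 0 listed for HRTT against HRT. Of 18 tendon genes, 6 of 6 were higher in HCR, 1 of 1 was higher in HRT, 9 of 9 were lower in HRTT than in LRTT, 5 of 5 were higher in LRTT than in LRT and 1 of 1 was lower in HRTT than in HRT. Of the 9, 6 are also among the 10 extracellular matrix genes that the table lists as lower in HRTT. Of 10 smooth muscle genes, 3 of 3 were higher in HCR and 1 of 1 was higher in HRTT than in LRTT. Of 14 erythrocyte genes, 3 of 3 were higher in HCR, 1 of 2 was higher in HRTT than in LRTT and 1 of 1 was higher in LRTT than in LRT. Of 25 immediate early genes, 5 of 5 were higher in HCR and 1 of 1 was higher in HRTT than in LRTT. The smooth muscle, erythrocyte and immediate early lists have 0 genes in the other tables. Of 21 slow muscle contraction genes, 11 of 11 were higher in LRTT than in LRT, 9 of 10 were higher in HRTT than in HRT, 6 of 7 were lower in HRT than in LRT and 3 of 5 were lower in HRTT than in LRTT. The paper names 7 of the tendon genes, 3 adipocyte genes, 8 slow muscle contraction genes, 1 erythrocyte gene and 1 immediate early gene. Without these, the tables list 2 tendon genes as lower in HRTT than in LRTT (2 of 2), and 3 adipocyte genes as higher in HCR (3 of 3). How many of these genes muscle cells also express was not tested, and the counts could not be searched by symbol.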
